# Sensing of H_2_O_2_-induced oxidative stress by the UPF factor complex is crucial for activation of *catalase-3* expression in *Neurospora*

**DOI:** 10.1371/journal.pgen.1010985

**Published:** 2023-10-16

**Authors:** Shuangjie Shen, Chengcheng Zhang, Yuanhao Meng, Guofei Cui, Ying Wang, Xiao Liu, Qun He

## Abstract

UPF-1-UPF-2-UPF-3 complex-orchestrated nonsense-mediated mRNA decay (NMD) is a well-characterized eukaryotic cellular surveillance mechanism that not only degrades aberrant transcripts to protect the integrity of the transcriptome but also eliminates normal transcripts to facilitate appropriate cellular responses to physiological and environmental changes. Here, we describe the multifaceted regulatory roles of the *Neurospora crassa* UPF complex in *catalase-3* (*cat-3*) gene expression, which is essential for scavenging H_2_O_2_-induced oxidative stress. First, losing UPF proteins markedly slowed down the decay rate of *cat-3* mRNA. Second, UPF proteins indirectly attenuated the transcriptional activity of *cat-3* gene by boosting the decay of *cpc-1* and *ngf-1* mRNAs, which encode a well-studied transcription factor and a histone acetyltransferase, respectively. Further study showed that under oxidative stress condition, UPF proteins were degraded, followed by increased CPC-1 and NGF-1 activity, finally activating *cat-3* expression to resist oxidative stress. Together, our data illustrate a sophisticated regulatory network of the *cat-3* gene mediated by the UPF complex under physiological and H_2_O_2_-induced oxidative stress conditions.

## Author summary

The UPF complex-mediated NMD pathway is an evolutionarily conserved mRNA surveillance mechanism in eukaryotic cells, which degrades both mutated mRNAs to protect the transcriptome integrity and normal mRNAs to facilitate appropriate cellular responses. In fission yeast, mutant strains lacking UPF proteins are extremely sensitive to H_2_O_2_-induced oxidative stress. Here, we discovered a completely opposite H_2_O_2_-resistance mechanism in *upf* deletion mutants of the filamentous fungus *N*. *crassa*. Under physiological conditions, the *N*. *crassa* UPF complex inhibits the expression of the *cat-3* gene to maintain redox homeostasis. In the presence of H_2_O_2_, UPF proteins are degraded and thus allow for the expression of the *cat-3* gene, eventually ensuring adequate catalase activity to deal with oxidative stress. Our results do not only open up the post-transcriptional regulatory mechanism of catalase gene, but also identify the UPF complex as key node in response to oxidative stress.

## Introduction

The precise expression of protein-coding genes is crucial for the execution of physiological processes and the maintenance of cellular homeostasis. In general, gene expression is balanced by the transcription, processing, degradation and translation of the corresponding mRNA. The multistep nature of gene expression, while enabling multilevel regulation, introduces more opportunities for error. To maintain the fidelity of gene expression, mRNAs are generally inspected for errors to prevent cells from producing potentially deleterious proteins in bulk [1].

Nonsense-mediated mRNA decay (NMD) is an evolutionarily conserved mRNA surveillance mechanism that identifies and degrades aberrant mRNAs harboring premature termination codon (PTC) from the transcriptome through intricate steps [1–3]. PTCs arise from many sources, including genetic variation, somatic mutation, unfaithful RNA transcription or splicing and incorrect choice of translation start site. Such PTC-containing mRNAs constitute ~30% of all known disease-associated mutations owing to the generation of nonfunctional or even dominant-negative proteins [4]. The three conserved factors, UPF1, UPF2 and UPF3, form a complex and constitute the core NMD component in eukaryotes [5–11]. Among them, RNA helicase UPF1 is considered to be the master regulator of the NMD pathway because it undergoes most steps from recognition of the PTC-containing mRNAs until their degradation. The helicase activity of UPF1 for specific PTC-containing mRNAs depends on its ATPase hub and phosphorylation by the SMG1 kinase [12–16]. UPF1 and its associated kinase, SMG1, directly bind to the eukaryotic release factors eRF1 and eRF3 to form the surveillance complex (SURF) in the vicinity of the PTC. Subsequent interactions of SURF with UPF2, UPF3 and exon junction complex (EJC) downstream of the PTC trigger the formation of the decay-inducing complex (DECID), resulting in SMG1-mediated UPF1 phosphorylation and dissociation of eRF1 and eRF3 [12, 17, 18]. Phosphorylated UPF1 further recruits different phospho-binding factors to initiate mRNA decay: 1) recruitment of the endonuclease SMG6 to catalyze PTC-proximal mRNA cleavage, ultimately producing 5’ and 3’ cleavage fragments that are degraded by general cellular exonucleases [19–23]; and 2) recruitment of the SMG5-SMG7 heterodimer to bridge the interaction with the CCR4-NOT deadenylase complex, thereby shortening the poly(A) tail to stimulate mRNA decapping by the general decapping complex and 5’-3’ degradation by the exonuclease XRN1 [24, 25].

Interestingly, eukaryotic cells also exploit NMD to control the quantities of normally occurring mRNAs in diverse physiological conditions. Approximately 10% of normal transcripts are potential substrates for NMD-mediated degradation, which contain specific sequence features that can trigger NMD, including upstream open reading frames (uORFs), long 3’UTR or introns located in 3’UTR region [8, 10, 26–31]. Although the molecular mechanisms of NMD for normal transcripts remain unclear, the degradations of transcripts carrying different sequence features probably depend on different mechanisms. Studies in *N*. *crassa* have shown that the NMD pathway induced by spliced 3’-UTR introns requires EJC factors, but uORFs or long 3’-UTR feature triggered NMD occurs independently of the EJC [8, 10, 31]. NMD activity itself varies between cell types, tissues, and developmental stages and a number of post-transcriptional regulatory mechanisms modulating NMD activity have been identified [32]. Through dynamically adjusting the abundance of the transcriptome, NMD regulates numerous critical physiological processes during differentiation, development and death as well as cellular stress responses in eukaryotes [8, 9, 31, 33–38]. For example, the long 3’-UTR-containing *casein kinase I* (*ck-1a*) transcript is subject to mutually antagonistic regulation by NMD and an RNA-binding protein, PRD-2, to control its optimal gene expression and maintain a normal circadian period in *N*. *crassa*. This finding has led to the view that modulations in NMD magnitude alter the transcriptome to achieve specific biological outcomes [10].

Eukaryotic cells are unavoidably exposed to diverse stress stimuli during growth and development. Among them, oxidative stress ubiquitously exists and severely threatens normal physiological activities of aerobic organisms. Oxidative stress generally arises from the homeostasis disturbance between the excessive production of reactive oxygen species (ROS) and the insufficient ROS scavenging capacity in cells [39]. ROS refer to unstable and reactive oxygen-containing molecules, such as superoxide anion (O2^•−^), hydrogen peroxide (H_2_O_2_), hydroxyl radical (•OH) and singlet oxygen (^1^O_2_) [39, 40]. If left unchecked, persistent oxidative stress will induce cellular dysfunction, diseases occurrence and even death through irreversibly impairing cellular biomacromolecules, including lipids, proteins and nucleic acids [41–44]. To eliminate the accumulation of toxic ROS, aerobic organisms have evolved various ROS scavengers such as catalase (CAT) that decomposes H_2_O_2_ into water and oxygen [45–50]. Catalase is highly conserved in aerobic organisms [51, 52]. The filamentous fungus *N*. *crassa* possesses three catalases, CAT-1, CAT-2 and CAT-3, which are expressed in the different phases of its asexual life cycle [50, 53, 54]. CAT-1 is mainly accumulated in conidia, CAT-2 is generally produced in aerial hyphae and conidia, whereas CAT-3 activities are gradually increased during the exponential growth phase of mycelia [55–57]. CAT-3 is the predominant and irreplaceable catalase in resisting H_2_O_2_-induced oxidative stress [55]. Therefore, it is necessary to comprehensively dissect the regulatory network of *cat-3* gene expression at physiological conditions and oxidative stress. Earlier studies reported that the *N*. *crassa* transcription factor CPC-1 is required for the transcriptional activation of cycloheximide-inducible *laccase* (NCU04528) gene, which belongs to the multi-copper oxidases and catalyzes the oxidation of organic substrates with the concomitant reduction of molecular oxygen to water [58]. Consistently, previous studies showed that CPC-1 coordinates with histone acetyltransferase NGF-1, the homologue of the yeast Gcn5p, to positively regulate *cat-3* gene expression in response to H_2_O_2_-induced oxidative stress [59–61]. However, post-transcriptional regulation of *cat-3* expression remains a relatively untouched area. Previous studies in fission yeast revealed that mutant strains lacking *upf1*, *upf2* or *upf3* are extremely sensitive to H_2_O_2_-induced oxidative stress, suggesting that UPF proteins are required for normal resistance to oxidative stress in fission yeast [36, 38]. Although several studies about UPF functions have been reported in *N*. *crassa*, it is still unknown whether the *N*. *crassa* UPF proteins participate in the response to oxidative stress.

Here, we demonstrated that unlike in fission yeast, deletion of *N*. *crassa* UPF proteins significantly upregulated *cat-3* gene expression and therefore endowed strains with strong resistance to H_2_O_2_-induced oxidative stress. After H_2_O_2_ treatment, UPF proteins were degraded, consequently releasing *cat-3* gene expression to deal with oxidative stress. Our results demonstrate the multilevel regulatory roles of *N*. *crassa* UPF complex in *cat-3* gene expression, which is crucial for responding to H_2_O_2_-induced oxidative stress.

## Results

### 1. *upf* mutants are resistant to H_2_O_2_-induced oxidative stress through upregulating *cat-3* gene expression in *N*. *crassa*

UPF proteins, the core components of the NMD pathway, are necessary for normal resistance to H_2_O_2_-induced oxidative stress in fission yeast [36, 38]. 

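Mycelia of the WT strain and of *upf-1* KO, a strain in which the *upf-1* gene was deleted, were cultured without H_2_O_2_ or with 20 mM H_2_O_2_, and RNA from 3 independent pools in each of these 4 groups was sequenced. The authors aligned the reads to the OR74A NC12 genome of *N*. *crassa* with HISAT2, counted them on genes with featureCounts, and deposited the number of reads per gene, without normalization, for 10685 genes. Between 5891672 and 7703271 reads per library were counted on genes. The median was 7509420 reads in the untreated WT strain, 7452210 in untreated *upf-1* KO, 7111123 in the WT strain with H_2_O_2_ and 7125073 in *upf-1* KO with H_2_O_2_. The *upf-1* gene itself (NCU04242, chromosome V, 5327537 to 5332820) had between 622 and 748 reads in the untreated WT libraries and between 232 and 236 in the untreated *upf-1* KO libraries. With H_2_O_2_ it had between 501 and 591 reads in the WT libraries and between 257 and 375 in the *upf-1* KO libraries. The log2 fold change of *upf-1* in *upf-1* KO without H_2_O_2_ was -1.75 (standard error 0.23, adjusted p = 0.000357 from edgeR), so that 29.7% of the WT level was still counted on this locus, and coverage along the gene was not analysed here. Libraries were scaled with edgeR's TMM factors, and the 7878 genes that passed edgeR's filter on low counts were fitted together over all 12 libraries with the quasi-likelihood test. Normalized counts are counts brought to the mean library size after this scaling. A gene was called higher at a log2 fold change of at least 1 with an unadjusted p-value under 0.05, which is the threshold the paper gives, and lower at a log2 fold change of at most -1 with the same p-value. Adjusted p-values are Benjamini-Hochberg values over all genes tested. For any single value, an exact permutation test of 3 libraries against 3 cannot give a two-sided p-value under 0.1. The paper's text does not name whether the counting used the strand of the reads, so genes that overlap another gene are reported as uncertain.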

To determine whether *N*. *crassa* UPF proteins function as they do in fission yeast, we first performed RNA-seq and GO analysis in wild-type (WT) and *upf-1* deletion mutant (S1 Table). 

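Without H_2_O_2_, 831 genes were called higher and 210 lower in *upf-1* KO than in the WT strain, and 1192 genes had an adjusted p-value under 0.05 at any fold change. The setting that moved the numbers of called genes most kept only the 6253 genes with at least 10 counts in every library, and it gave 462 higher and 109 lower genes. The number with an adjusted p-value under 0.05 ranged more widely, from 272 when tested against a 2-fold change to 4376 when only these 2 groups were fitted, and with 1 library left out from 713 (untreated *upf-1* KO replicate 3) to 2853 (*upf-1* KO replicate 2 with H_2_O_2_). The median log2 fold change over all genes tested was -0.13, against -0.01 when the untreated libraries were scaled and fitted alone. Among called genes with a mean of at least 100 normalized counts, the largest increases were those of NCU16805 and *ccg-13*. NCU16805 (chromosome IV, 3192552 to 3193545) rose from 5.05 ± 0.400 to 232 ± 12.8 normalized counts (SD, n = 3), a log2 fold change of 5.49 (standard error 0.25, adjusted p = 1.7e-07 from edgeR). *ccg-13* (NCU08907, chromosome V, 678921 to 680033) rose from 86.9 ± 24.2 to 1845 ± 176 normalized counts (SD, n = 3), a log2 fold change of 4.41 (standard error 0.24, adjusted p = 4.8e-07 from edgeR). The largest decreases were those of NCU00859 (chromosome I, 6934489 to 6936565), with a log2 fold change of -4.94 (standard error 0.19, adjusted p = 6.9e-08 from edgeR), and of NCU09273 (chromosome VII, 118457 to 120636), with -4.50 (standard error 0.21, adjusted p = 1.7e-07 from edgeR). Of 15 tested genes whose symbols name catalases, superoxide dismutases, glutathione S-transferases, thioredoxin, alternative oxidases or NADPH oxidases, 6 were called higher, against 71 of the 1054 other tested genes with a symbol (two-sided Fisher's exact test, odds ratio 9.23, p = 0.000342). Against all 7863 other tested genes, of which 825 were called higher, the odds ratio was 5.69 (two-sided Fisher's exact test, p = 0.00293). The list of symbols was written when the changes of its 4 catalase genes, each of them called higher, were already known. Without these, 2 of 11 genes were called higher, which is not separated from the 71 of 1054 other genes with a symbol (two-sided Fisher's exact test, odds ratio 3.08, p = 0.171).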

Unexpectedly, redox-related pathways were significantly upregulated in the *upf-1* deletion mutant compared to WT strain (Fig 1A), suggesting that UPF-1 represses redox processes in *N*. *crassa*. Next, we examined the growth phenotypes and H_2_O_2_ sensitivities of the deletion strains of UPF-1 (NCU04242), UPF-2 (NCU05267) or UPF-3 (NCU03435). As shown in Figs 1B and S1A, the three *upf* mutants grew slowly in physiological conditions, they were all strongly resistant to H_2_O_2_-induced oxidative stress compared to the WT strain [8, 62]. Considering that CAT-3 protein is the predominant catalase for scavenging H_2_O_2_-induced oxidative stress [55, 56], we measured CAT-3 activities in the WT strain and *upf* mutants by in-gel assays. As expected, CAT-3 activities were obviously increased in the *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains compared to those of the WT strain (Fig 1C), indicating that the H_2_O_2_-resistant phenotypes observed in the *upf* mutants were due to the significantly elevated CAT-3 activities. To explore the causes of elevated CAT-3 activities in *upf* mutants, we measured the expression levels of *cat-3* gene. Western blot and RT-qPCR results showed that the levels of CAT-3 protein (Fig 1D) and *cat-3* mRNA (Fig 1E) in three *upf* mutants remarkably increased compared to those found in the WT strain. In addition, a large halo of catalases activity was much brighter in the *upf* ^*KO*^ strains compared to those in the WT and *cat-3*^*KO*^ strains (S1B Fig). To exclude the effect of *ras-1*^*bd*^ mutation on UPF mediated repression of *cat-3* gene expression, we examined the CAT-3 activity and protein level in the FGSC 4200 (ORS-SL6a) WT and *upf* ^*KO*^ (*nbd*) strains. Consistent with those of the *ras-1*^*bd*^ stains, CAT-3 activities and protein levels also greatly increased in *upf* ^*KO*^ (*nbd*) strains compared to those of the WT strain (S1C and S1D Fig).

**Fig 1:**
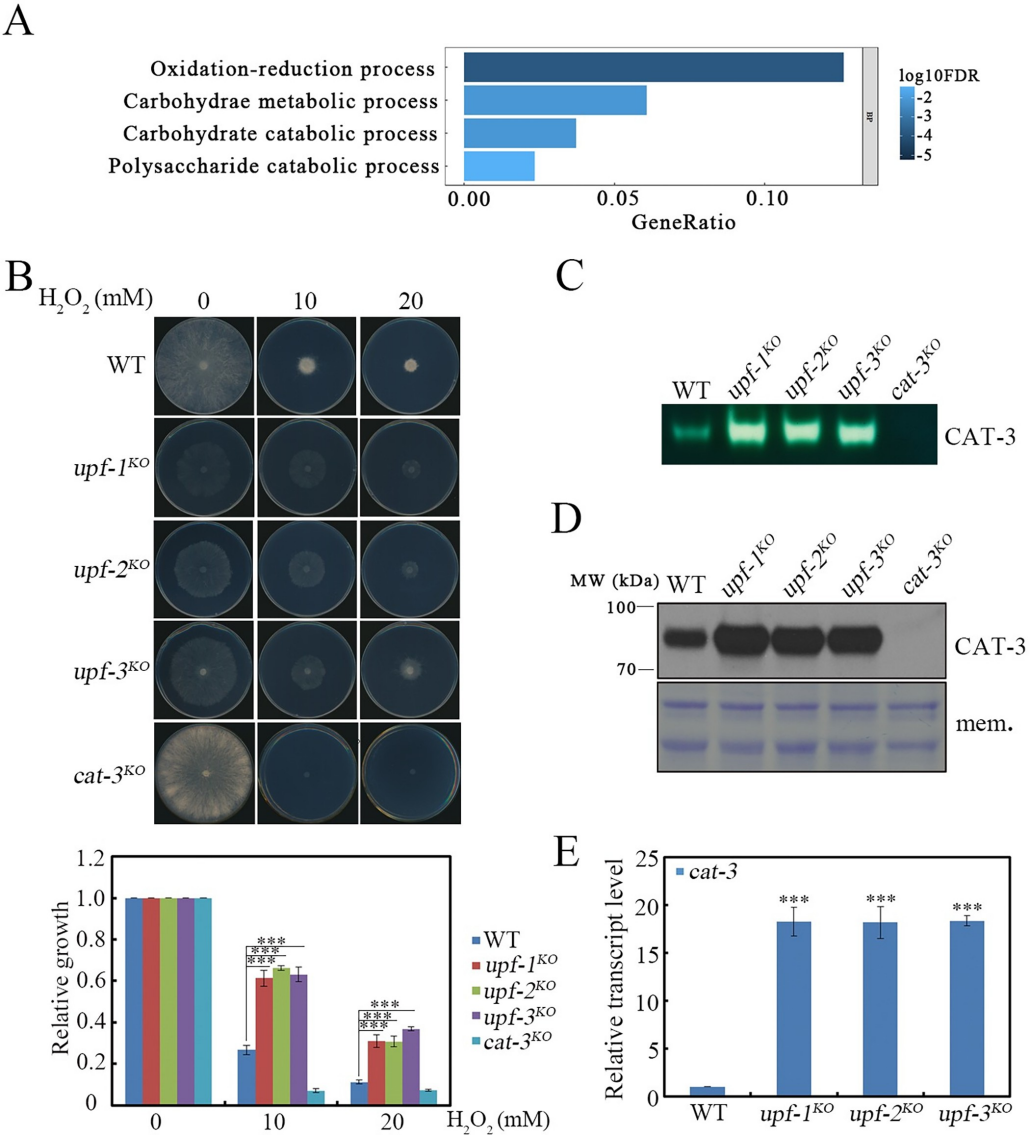
UPF proteins repress *cat-3* gene expression. (A) Distribution of the GO categories of genes upregulated in the *upf-1*^*KO*^ strain revealed by RNA-seq analysis. Genes showing expression with fold change≥2 were analyzed. BP: Biological Process; FDR: False Discovery Rate. (B) Plate assays analyzing mycelial growth of WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains under different H_2_O_2_ concentrations (upper figure). Relative growth of mycelia was measured (lower figure). (C) In-gel assays showing the CAT-3 activities of WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. (D) Western blot showing the levels of CAT-3 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. (E) RT-qPCR assays showing the levels of *cat-3* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. Each experiment was performed at least three times independently. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used. The *cat-3*^*KO*^ strain was used as the negative control in (B) (C) (D).

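The copy of the S1 Table used here holds the loci of only 44 of the genes that the paper lists for oxidation-reduction process, and of 44 of the paper's 62 genes of carbohydrate metabolic process, so no enrichment was tested. It holds all 38 genes of carbohydrate catabolic process and all 24 of polysaccharide catabolic process. Of the 43 tested genes of oxidation-reduction process, 37 were called higher in *upf-1* KO, 34 of 43 had an adjusted p-value under 0.05 from edgeR, and the median log2 fold change was 1.41, ranging from 0.88 to 4.07. The median log2 fold change was 1.58 for carbohydrate metabolic process (38 of 42 tested genes called higher) and 1.30 for polysaccharide catabolic process (20 of 23), and 33 of 36 tested genes of carbohydrate catabolic process were called higher. The study chose these genes because they were higher in the same libraries, so their changes are not independent evidence for the categories. From these categories, the paper proposes that UPF-1 represses redox processes in *N*. *crassa*.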

To further confirm the role of UPF proteins in the H_2_O_2_-resistant phenotype in *N*. *crassa*, three plasmids encoding Myc-tagged UPF-1, UPF-2, or UPF-3 driven by the quinic acid (QA)-inducible promoter of *qa-2* gene were transformed into the *his-3* locus of each corresponding *upf* mutant. As shown in Fig 2A, ectopic expression of Myc-tagged UPF-1, UPF-2 or UPF-3 largely rescued the growth defects and H_2_O_2_ sensitivities of each corresponding *upf* mutant to those of the WT strain in the presence of QA (10^−3^ M), indicating that the observed phenotypes of these mutants were indeed due to the absence of each corresponding UPF protein. Consistent with the rescued phenotypes, the levels of CAT-3 activities, CAT-3 protein and *cat-3* mRNA in the *upf* complementary strains were also restored to those of the WT strain (Fig 2B–2D). Together, these results demonstrate that UPF proteins are the key regulators for the proper response to oxidative stress and *cat-3* gene expression in *N*. *crassa*.

**Fig 2:**
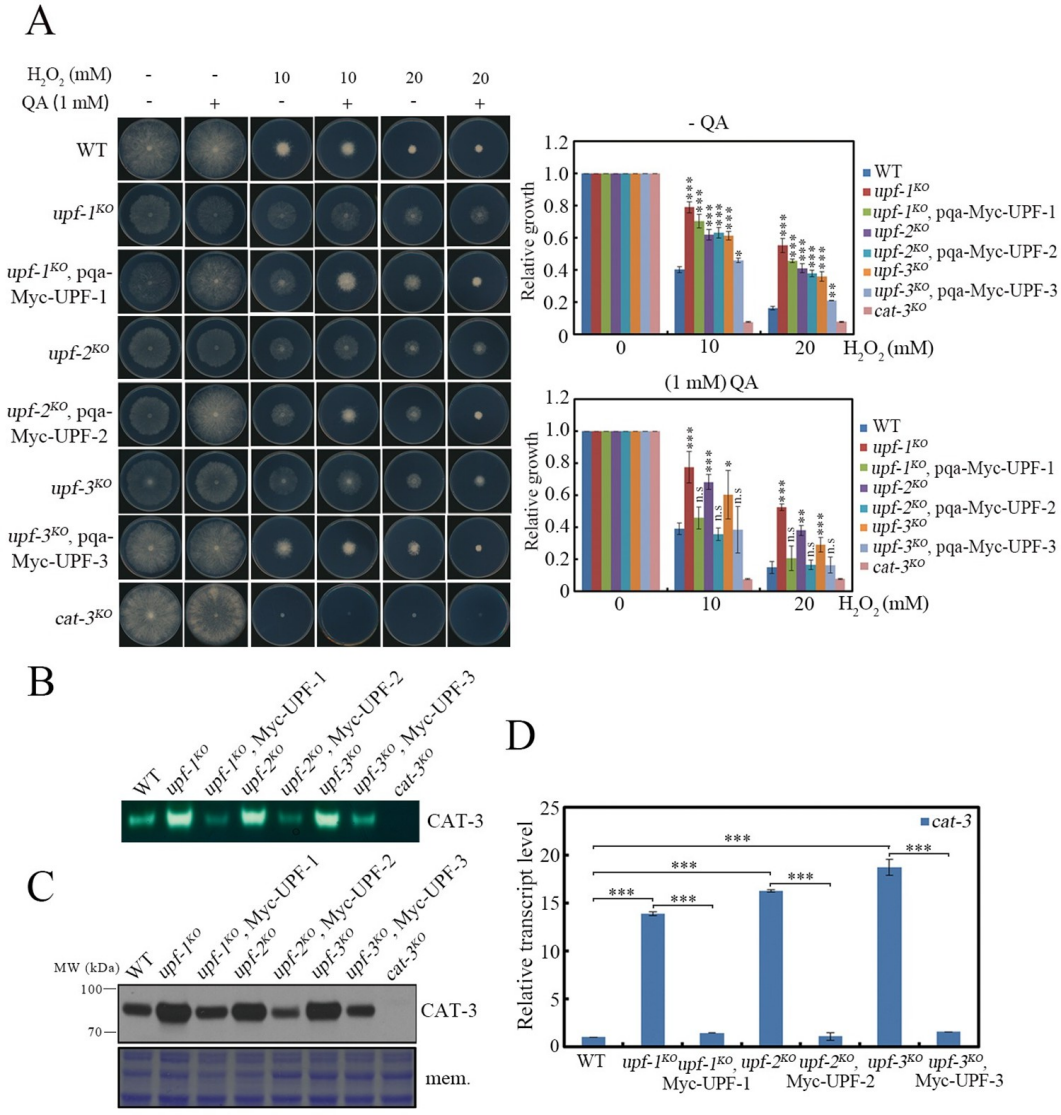
Ectopic expression of Myc-tagged UPF-1, UPF-2 or UPF-3 in the corresponding *upf* mutant can rescue *cat-3* gene regulation. (A) Plate assays analyzing mycelial growth (left) and relative growth (right) of WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and corresponding UPF-1, UPF-2, UPF-3 transformants driven by the *qa-2* promoter under different H_2_O_2_ concentrations. Quinic acid (QA) was used to induce the *qa-2* promoter. (B) In-gel assays showing the CAT-3 activities of WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and corresponding UPF-1, UPF-2, UPF-3 transformants. (C) Western blot showing the levels of CAT-3 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and corresponding UPF-1, UPF-2, UPF-3 transformants. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. (D) RT-qPCR assays showing the levels of *cat-3* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and corresponding UPF-1, UPF-2, UPF-3 transformants. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used. The *cat-3*^*KO*^ strain was used as the negative control in (A) (B) (C).

We further constructed the *upf-1*^*KO*^ *upf-2*^*KO*^, *upf-1*^*KO*^ *upf-3*^*KO*^, and *upf-2*^*KO*^ *upf-3*^*KO*^ double mutant strains. As shown in S2A Fig, the growth defects and H_2_O_2_-resistant phenotypes of these three double mutants were all similar to those of each *upf* single mutant rather than exhibiting additive phenotypes, suggesting that the three UPF proteins function in the same pathway to regulate growth and resistance to H_2_O_2_-induced oxidative stress. Consistent with these observed phenotypes, the CAT-3 activities and CAT-3 protein levels in these double mutants were similar to the elevated levels in each single mutant but not in WT strains (S2B and S2C Fig). Together, these results demonstrate that UPF proteins regulate *cat-3* gene expression through the same pathway.

### 2. Conserved regions of UPF-1 and UPF-2 are required for suppression of *cat-3* expression

Homologous sequence alignment revealed that UPF-1 is highly conserved in eukaryotes (S3A Fig) [8, 63, 64]. UPF1 contains a conserved helicase core, which exhibits ATPase and RNA binding activities through its internal ATP binding domain and RNA binding domain, respectively [65]. The helicase core is surrounded by an N-terminal cysteine–histidine rich region (CH domain) and a C-terminal serine-glutamine clusters (SQ domain). The CH domain binds to the C-terminal region of UPF2 to form the UPF surveillance complex, which is required for the NMD pathway [64]. On the other hand, the CH domain contains a putative RING domain that is structurally similar to the RING domain of known RING E3 ubiquitin ligases, which is responsible for UPF1’s protein degradation activity [66, 67]. The SQ domain contains numerous serine residues that are phosphorylated by SMG-1 to drive UPF1 function [63]. To characterize which region of UPF-1 functions in suppressing *cat-3* expression, we generated a series of deletion constructs across the UPF-1 coding region, including Myc-UPF-1^△CHD^, Myc-UPF-1^△ATPBD^, Myc-UPF-1^△RBD^ and Myc-UPF-1^△SQD^ (Fig 3A). All of the constructs were driven by the *qa-2* promoter and inserted into the *his-3* locus of the *upf-1* mutant. Western blot analysis showed that each short deletion had minor effect on the expression of the Myc-tagged UPF-1 protein (S3B Fig). As shown in Figs 3B and S3C, QA-induced ectopic expression of Myc-UPF-1 largely restored the growth defects and H_2_O_2_ sensitivities of the *upf-1* mutant to those of the WT strain in the presence of QA (10^−3^ M), however, expression of each Myc-UPF-1 domain deletion protein failed to complement the growth defects and H_2_O_2_ sensitivities in the presence of QA. Similarly, expression of WT UPF-1, but not the mutated version of UPF-1 suppressed the high levels of CAT-3 activities, CAT-3 protein and *cat-3* mRNA in the *upf-1* mutant to the WT levels (Fig 3C–3E).

**Fig 3:**
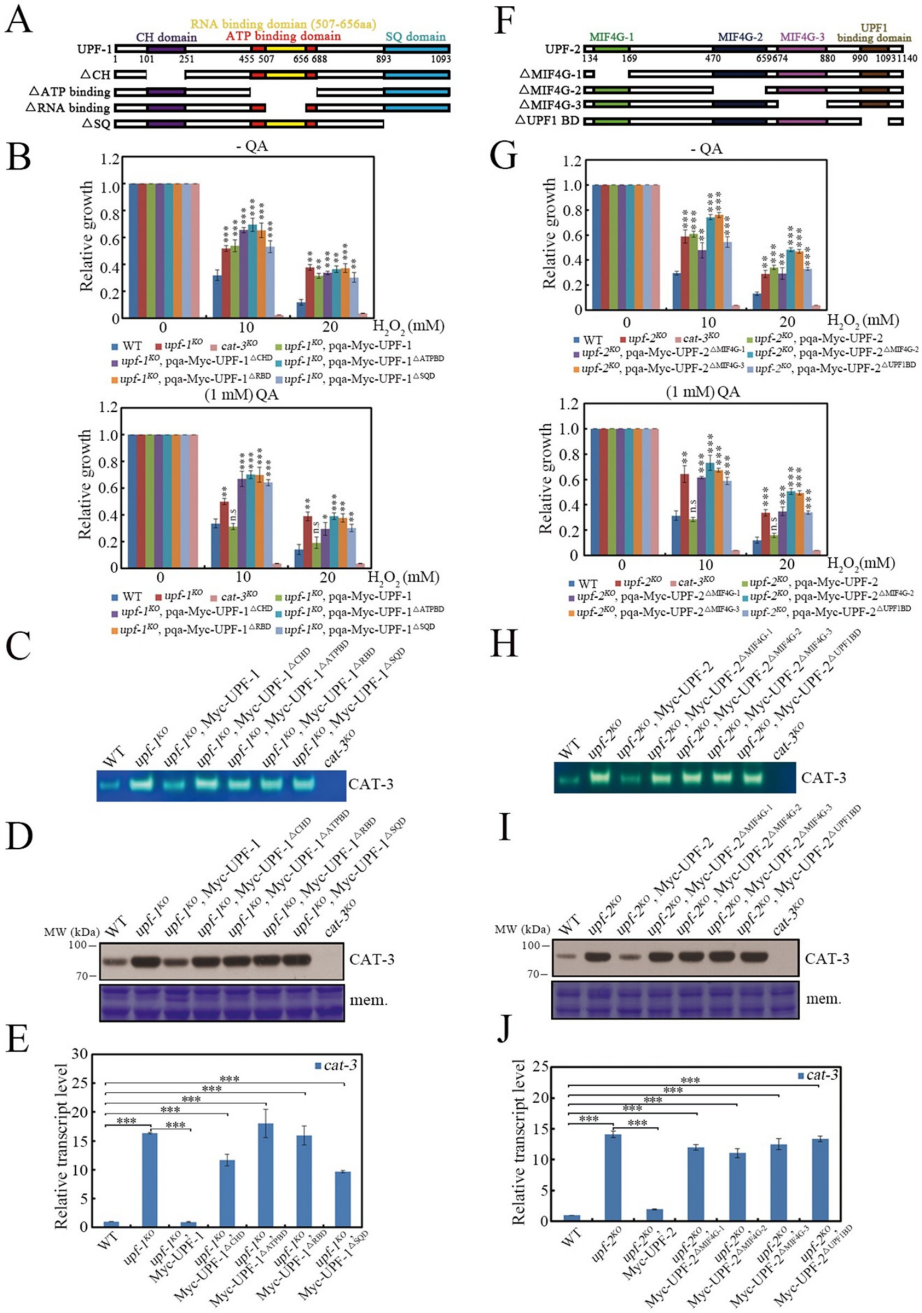
Conserved domains of UPF proteins are required for suppression of *cat-3* gene. (A and F) Schematic diagrams depicting the conserved domains of *N*. *crassa* UPF-1 (A) and UPF-2 (F) proteins as well as corresponding exogenous deletion mutants. The positions of CH (dark purple), ATP binding (red), RNA binding (yellow) and SQ (light blue) domains in UPF-1 as well as MIF4G-1 (green), MIF4G-2 (dark blue), MIF4G-3 (light purple) and UPF1 binding (brown) domains in UPF-2 are indicated. (B and G) Relative growth of the different deletion strains across UPF-1 (B) or UPF-2 (G) coding region at exogenous locus driven by *qa-2* promoter under different H_2_O_2_ concentrations. Quinic acid (QA) was used to induce the *qa-2* promoter. (C and H) In-gel assays showing the CAT-3 activities of the different deletion strains across UPF-1 (C) or UPF-2 (H) coding region at exogenous locus. (D and I) Western blot showing the levels of CAT-3 protein in the different deletion strains across UPF-1 (D) or UPF-2 (I) coding region at exogenous locus. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. (E and J) RT-qPCR assays showing the levels of *cat-3* mRNA in the different deletion strains across UPF-1 (E) or UPF-2 (J) coding region at exogenous locus. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used. The *cat-3*^*KO*^ strain was used as the negative control in (B) (C) (D) (G) (H) (I).

As the largest component of the UPF complex, UPF-2 is also relatively conserved in eukaryotes (S4A Fig) [8, 68, 69]. UPF2 comprises three tandem MIF4G (Middle domain of eIF4G) domains and a C-terminal UPF1 binding domain. MIF4G-1 and MIF4G-2 are important for recruitment of UPF2 to PTC-containing mRNAs through an unknown mechanism [70]. MIF4G-3 is the key module for NMD pathway because it interacts with the central RNA recognition motif (RRM) of UPF3. Thus, UPF2 is considered as the scaffold protein that bridges UPF1 and UPF3 [71]. We made the constructs Myc-UPF-2^△MIF4G-1^, Myc-UPF-2^△MIF4G-2^, Myc-UPF-2^△MIF4G-3^, and Myc-UPF-2^△UPF1BD^ to determine their roles in repressing *cat-3* expression in the *upf-2* mutant (Fig 3F). Western blot analysis showed that each short deletion had minor effect on the expression of the Myc-tagged UPF-2 protein (S4B Fig). Phenotype analysis and molecular examination showed that expression of Myc-UPF-2, but not the mutant Myc-UPF-2 proteins, largely rescued the H_2_O_2_ sensitivities (Figs 3G and S4C) by restoring CAT-3 activities, CAT-3 proteins and *cat-3* mRNA levels to WT levels in the presence of QA (Fig 3H–3J). Together, these results indicate that conserved regions of UPF-1 and UPF-2 proteins are required for suppression of *cat-3* expression.

### 3. Loss of UPF proteins simultaneously affects the degradation and synthesis of *cat-3* transcripts

Although the targeted mechanisms of NMD for normal transcripts remain unclear, some specific features in normal mRNAs have been proven to elicit their decay through the NMD pathway, such as upstream open reading frames (uORFs) in 5’ UTR, long 3’UTR or introns in 3’UTR [1, 8–10, 62, 72]. *N*. *crassa cat-3* gene contains four uORFs which potentially encode peptides that are 21, 16, 30, or 92 amino acids in length. These four uORFs overlap with each other and the fourth uORF overlaps with the *cat-3* CDS in an out-of-frame manner (S5A Fig). Considering uORFs are signatures for NMD targets, we hypothesized that UPF proteins might regulate the *cat-3* transcripts stability. To test this hypothesis, we examined the degradation rate of *cat-3* mRNA after the addition of the mRNA synthesis inhibitor thiolutin. As shown in Fig 4A, *cat-3* mRNA stability in the *upf* mutants markedly increased compared to that in the WT strain, indicating that *cat-3* mRNA is a potential target of the UPF complex.

**Fig 4:**
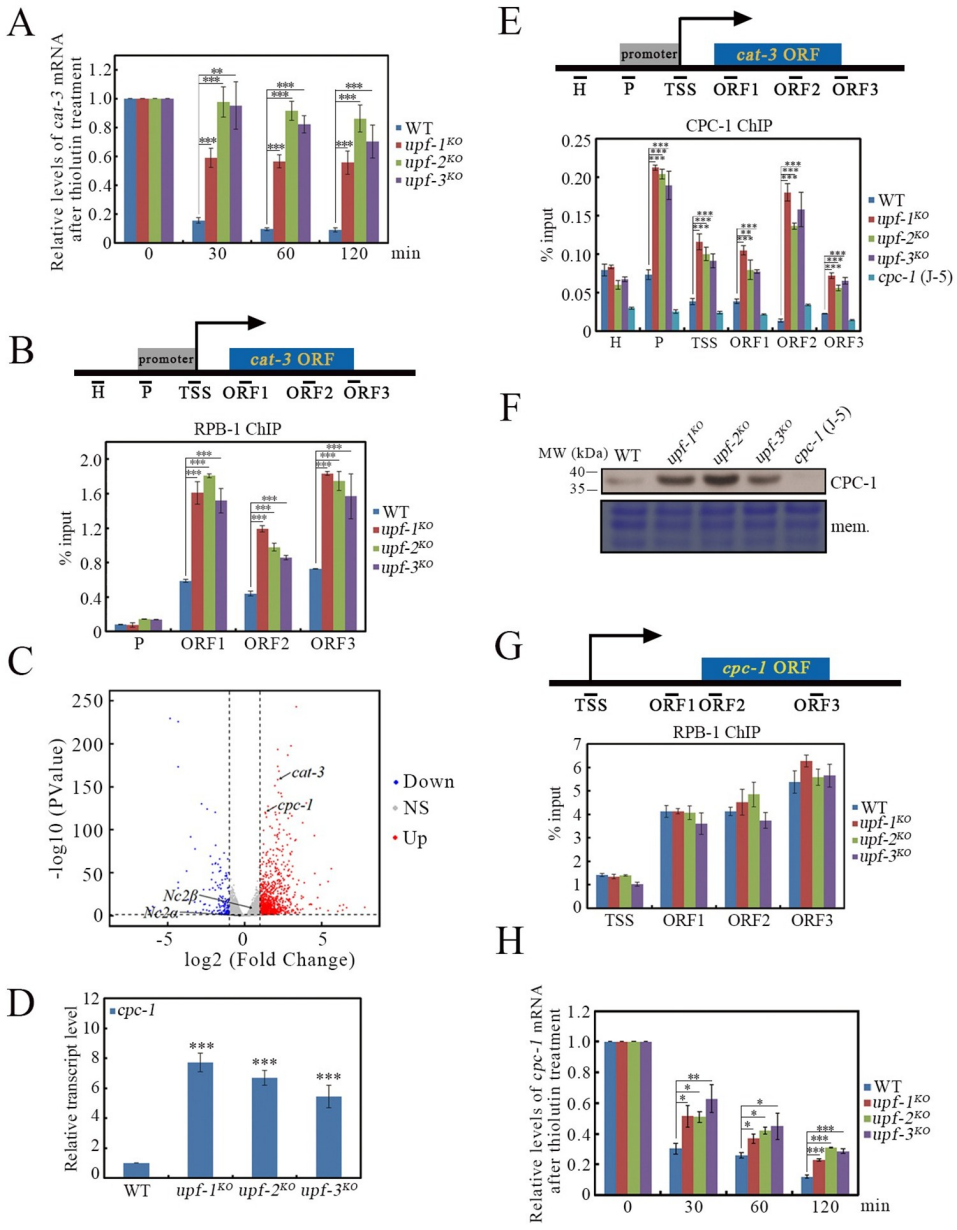
Loss of UPF proteins directly decreases the degradation of *cat-3* mRNA and indirectly increases *cat-3* gene transcription through elevating *cpc-1* mRNA stability. (A) RT-qPCR assays showing the relative degradation ratio of *cat-3* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains after the addition of thiolutin, respectively. (B) ChIP assays showing the binding levels of RPB-1 at *cat-3* gene locus in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. Primer pairs from upstream heterochromatin to ORF3 under the schematic diagram of *cat-3* gene locus indicate the regions detected by ChIP-qPCR. H, heterochromatin; P, promoter; TSS, transcription start site; ORF, open reading frame. (C) Volcano Plots of differential expressed genes (DEGs) between WT and *upf-1*^*KO*^ strains. The downregulated genes were labeled in blue, the upregulated genes were labeled in red, the gray areas show genes that are expressed at essentially the same level. NS, no significant. (D) RT-qPCR assays showing the levels of *cpc-1* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. (E) ChIP assays showing the binding levels of CPC-1 at *cat-3* gene locus in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. The *cpc-1* (J-5) strain was used as the negative control. (F) Western blot showing the levels of CPC-1 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. The *cpc-1* (J-5) strain was used as the negative control. (G) ChIP assays showing the binding levels of RPB-1 at *cpc-1* gene locus in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. TSS, transcription start site; ORF1-3, open reading frame1-3. (H) RT-qPCR assays showing the relative degradation ratio of *cpc-1* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains after the addition of thiolutin, respectively. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used.

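*cat-3* (NCU00355, chromosome III, 3561379 to 3564584) had 730 ± 80.3 normalized counts (SD, n = 3) in the WT strain and 2965 ± 52.6 (SD, n = 3) in *upf-1* KO without H_2_O_2_. Its log2 fold change was 2.02 (standard error 0.17, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test). Each *upf-1* KO library lay above each WT library. With each of the 12 libraries left out in turn, the log2 fold change stayed between 1.97 and 2.14.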

We next tested whether the deletion of UPF proteins affects *cat-3* gene transcription. To this end, we first performed ChIP assay to examine the enrichment of RPB-1, the largest subunit of RNAPII, at the *cat-3* gene locus in the WT and *upf* mutant strains. As shown in Fig 4B, the enrichment of RPB-1 at *cat-3* locus two-to-three-fold increased in the *upf* mutants compared to those of the WT strain, suggesting that the transcriptional activity of *cat-3* gene is significantly upregulated in the *upf* mutants. Previous studies identified negative cofactor 2 (NC2), including two subunits NC2α and NC2β, and the cross-pathway control transcription factor CPC-1 as key transcriptional activators for *cat-3* expression in *N*. *crassa* [59, 73–75]. RNA-seq assay and thiolutin treatment showed that *upf-1* deletion did not affect *Nc2β* mRNA stability compared with WT (Figs 4C and S5B). However, RNA-seq results demonstrated that only *cpc-1* transcripts were significantly elevated in the *upf-1* mutant (Fig 4C) (S2 Table). 

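The *cpc-1* gene (NCU04050, chromosome VI, 2565204 to 2567073) had 9469 ± 154 normalized counts (SD, n = 3) in the WT strain and 21970 ± 812 (SD, n = 3) in *upf-1* KO without H_2_O_2_, a log2 fold change of 1.21 (standard error 0.18, adjusted p = 0.00062 from edgeR's quasi-likelihood test). Left out 1 at a time, the 12 libraries gave log2 fold changes between 1.18 and 1.33. When edgeR tested for a change beyond 2-fold in place of any change, the adjusted p-value was 0.517, and over all the alternatives tried it ranged from 1.2e-129 to 0.517. Both *cpc-1* and *cat-3* are among the 998 loci read from the S2 Table of the paper. NC2α and NC2β, for which neither the table of counts nor the reference table of gene symbols pairs the name with a locus, were not analysed here.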

Previous studies have identified two upstream open reading frames located in the leading segment of the *cpc-1* coding region (S5C Fig) [31, 76]. ATF4 and GCN4, the functional homologous proteins of CPC-1 in humans and yeast, which contain uORFs, have been reported to be NMD targets [3, 77–79]. RT-qPCR assay further confirmed the significant upregulation of *cpc-1* mRNA in *N*. *crassa upf* mutant (Fig 4D). We therefore determined the enrichment of CPC-1 at *cat-3* gene locus in the *upf* mutants. As expected, deletion of UPF proteins markedly increased the enrichment of CPC-1 at the *cat-3* locus compared to that of the WT strain (Fig 4E). To explore the detailed reasons of increased CPC-1 binding, we measured the levels of CPC-1 proteins in the *upf* mutants. Consistent with the elevated CPC-1 enrichment, the levels of CPC-1 protein were observably higher in the *upf* mutants compared to those in the WT strain (Fig 4F). However, the degradation rate of CPC-1 proteins in the *upf-1*^*KO*^ mutant was comparable to that in the WT strain (S5D Fig), implying that increased levels of CPC-1 protein in the *upf* mutants might be attributed to the dysregulation of the *cpc-1* mRNA. To determine whether the elevated *cpc-1* mRNA levels are due to the increased expression of *cpc-1* gene in mutants, we checked the transcriptional activity of *cpc-1* in *upf* mutants. ChIP assay using an RPB-1-specific antibody revealed that loss of the UPF proteins had no effect on RPB-1 enrichment at *cpc-1* gene locus (Fig 4G). Instead, the stability of *cpc-1* mRNA in the *upf* mutants was markedly improved compared to that of the WT strain (Fig 4H). Taken together, these results indicate that UPF proteins target *N*. *crassa cpc-1* mRNA for its decay under physiological conditions.

Our previous study showed that CPC-1 coordinates with the histone acetyltransferase NGF-1 to regulate *cat-3* expression in *N*. *crassa* [59]. As shown in S6A Fig, the *ngf-1* transcript contains a long 3’UTR (1551 bp) that is a potential feature for NMD targeting. To test whether UPF proteins regulate the *ngf-1* gene in the same manner as the *cpc-1* gene, we generated a NGF-1 specific antibody (S6B Fig) and measured NGF-1 protein as well as *ngf-1* mRNA levels in the *upf* mutants. Similar to *cpc-1*, *ngf-1* also had significantly increased mRNA levels in the *upf* mutants (Fig 5A). As expected, loss of UPF proteins resulted in elevated levels of NGF-1 protein (Fig 5B), but had little impact on its stability (S6C Fig). To examine how UPF regulates *ngf-1* mRNA levels, we first showed that UPF did not affect the transcription and synthesis of *ngf-1* mRNA by conducting a RPB-1 ChIP assay (Fig 5C). Since the function of UPF is closely related to mRNA decay, we examined the *ngf-1* mRNA decay rate by addition of thiolutin to block the synthesis of the mRNA, and found that deletion of *upf* resulted in increased stability of *ngf-1* mRNA (Fig 5D). These results indicate that elevated NGF-1 protein was attributed to the impaired decay rate of *ngf-1* mRNA rather than the improvement of transcription activity of *ngf-1* gene under physiological conditions.

**Fig 5:**
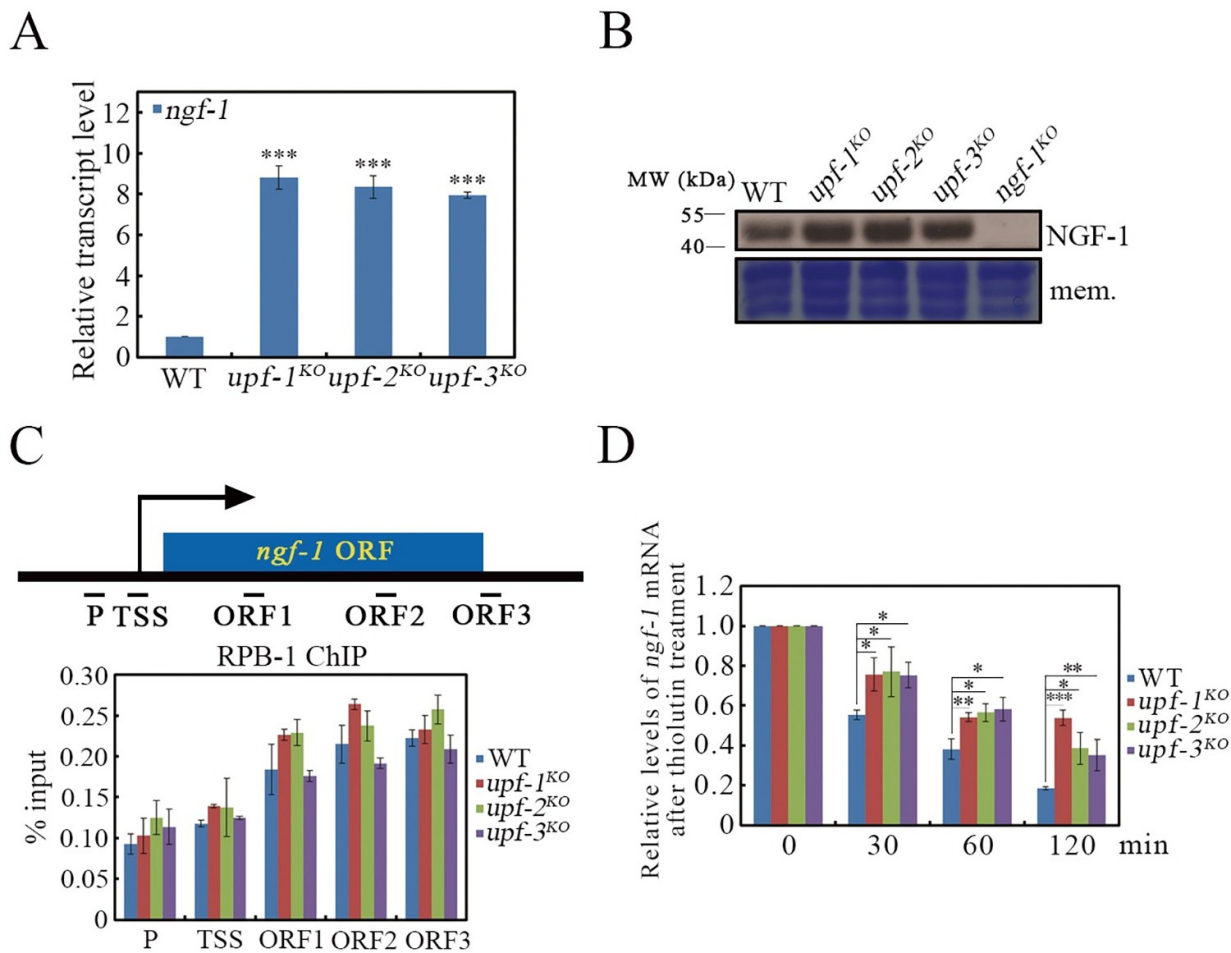
Loss of UPF proteins indirectly increases *cat-3* gene transcription through elevating *ngf-1* mRNA stability. (A) RT-qPCR assays showing the levels of *ngf-1* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. (B) Western blot showing the levels of NGF-1 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. The *ngf-1*^*KO*^ strain was used as the negative control. (C) ChIP assays showing the binding levels of RPB-1 at *ngf-1* gene locus in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. P, promoter; TSS, transcription start site; ORF1-3, open reading frame1-3. (D) RT-qPCR assays showing the relative degradation ratio of *ngf-1* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains after the addition of thiolutin, respectively. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used.

To further confirm the regulatory roles of CPC-1 and NGF-1 in *cat-3* gene expression in the *upf* mutants, we constructed *upf cpc-1* (J-5) and *upf ngf-1* double mutants by crossing each *upf* mutant with either *cpc-1* (J-5) or *ngf-1* mutant strain and examined the H_2_O_2_ sensitivities of these double mutants, respectively. Similar to the *cpc-1* (J-5) and *ngf-1* single mutants, these double mutants all exhibited strong H_2_O_2_-sensitive phenotypes (Fig 6A and 6E), indicating that loss of CPC-1 or NGF-1 reversed the H_2_O_2_-resistant phenotypes of the *upf* mutants. Consistent with these phenotypes, the elevated levels of CAT-3 activities (Fig 6B and 6F), CAT-3 protein (Fig 6C and 6G) and *cat-3* mRNA (Fig 6D and 6H) in the *upf* mutants were greatly decreased in the absence of CPC-1 or NGF-1 protein, demonstrating the essential roles of CPC-1 and NGF-1 for the highly expressed *cat-3* gene in the *upf* mutants. Overall, these results suggest that UPF proteins suppress *cat-3* gene expression through mediating *cpc-1* and *ngf-1* mRNA decay under physiological conditions.

**Fig 6:**
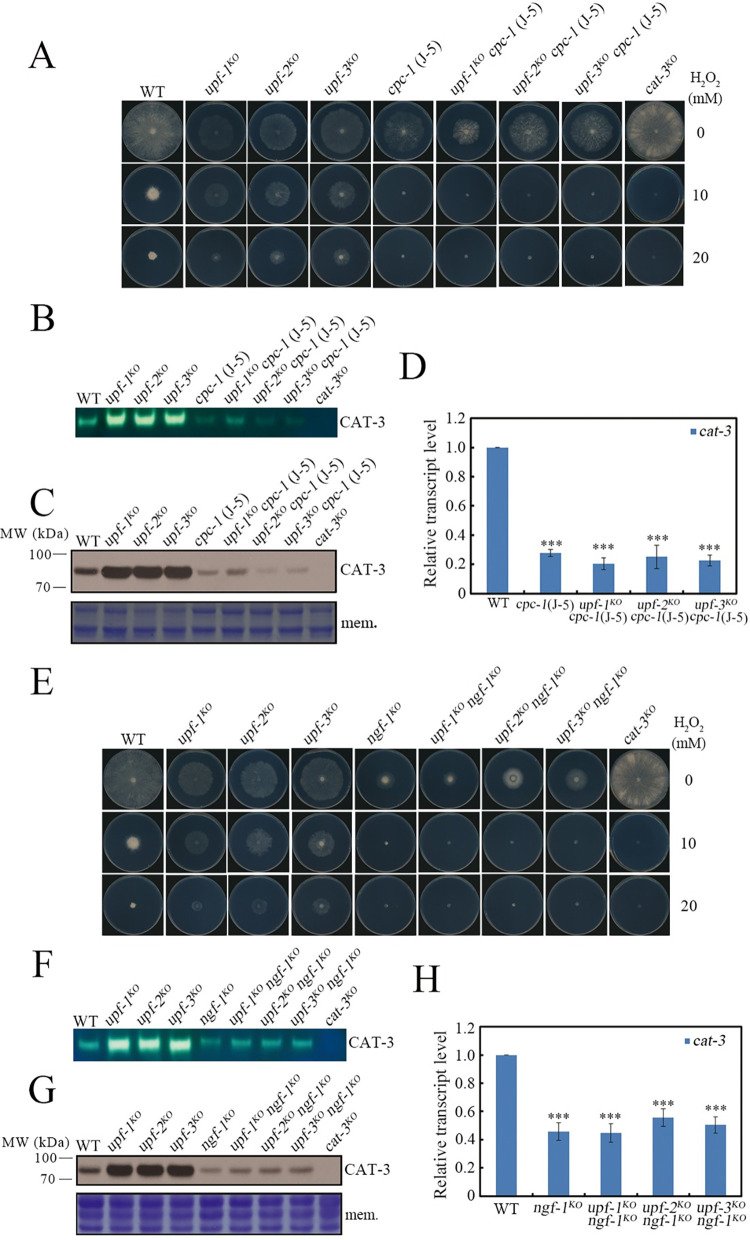
Loss of CPC-1 or NGF-1 effectively reverses the high expression of *cat-3* gene caused by UPF deletion. (A and E) Plate assays analyzing mycelial growth of WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ and *cpc-1* (J-5), *upf-1*^*KO*^ *cpc-1* (J-5), *upf-2*^*KO*^ *cpc-1* (J-5), *upf-3*^*KO*^ *cpc-1* (J-5) strains (A) or *ngf-1*^*KO*^, *upf-1*^*KO*^ *ngf-1*^*KO*^, *upf-2*^*KO*^ *ngf-1*^*KO*^, *upf-3*^*KO*^ *ngf-1*^*KO*^ strains (E) under different H_2_O_2_ concentrations. (B and F) In-gel assays showing the CAT-3 activities of WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ and *cpc-1* (J-5), *upf-1*^*KO*^ *cpc-1* (J-5), *upf-2*^*KO*^ *cpc-1* (J-5), *upf-3*^*KO*^ *cpc-1* (J-5) strains (B) or *ngf-1*^*KO*^, *upf-1*^KO^ *ngf-1*^*KO*^, *upf-2*^*KO*^ *ngf-1*^*KO*^, *upf-3*^*KO*^ *ngf-1*^*KO*^ strains (F). (C and G) Western blot showing the levels of CAT-3 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ and *cpc-1* (J-5), *upf-1*^*KO*^ *cpc-1* (J-5), *upf-2*^*KO*^ *cpc-1* (J-5), *upf-3*^*KO*^ *cpc-1* (J-5) strains (C) or *ngf-1*^*KO*^, *upf-1*^*KO*^ *ngf-1*^*KO*^, *upf-2*^*KO*^ *ngf-1*^*KO*^, *upf-3*^*KO*^ *ngf-1*^*KO*^ strains (G). The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. (D and H) RT-qPCR assays showing the levels of *cat-3* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ and *cpc-1*(J-5), *upf-1*^*KO*^ *cpc-1* (J-5), *upf-2*^*KO*^ *cpc-1* (J-5), *upf-3*^*KO*^ *cpc-1* (J-5) strains (D) or *ngf-1*^*KO*^, *upf-1*^*KO*^ *ngf-1*^*KO*^, *upf-2*^*KO*^ *ngf-1*^*KO*^, *upf-3*^*KO*^ *ngf-1*^*KO*^ strains (H). Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used. The *cat-3*^*KO*^ strain was used as the negative control in (A) (B) (C) (E) (F) (G).

### 4. H_2_O_2_ treatment strongly elevates *cat-3* expression to respond to oxidative stress through repressing UPF protein levels in *N*. *crassa*

Considering the multilevel effects of UPF proteins on *cat-3* gene expression, we next tested whether UPF proteins are crucial in dealing with H_2_O_2_-induced oxidative stress in *N*. *crassa*. For this purpose, we measured the levels of CAT-3 activities and CAT-3 protein in WT and *upf* strains treated with or without 20 mM H_2_O_2_ in liquid media. As expected, the levels of CAT-3 activities and CAT-3 protein significantly increased in the WT strain upon H_2_O_2_ treatment compared to those without H_2_O_2_ treatment (Fig 7A and 7B). Surprisingly, H_2_O_2_ treatment failed to further elevate their levels in the *upf* mutants (Fig 7A and 7B). These results strongly suggest that the UPF complex plays a critical role in responding to H_2_O_2_-induced oxidative stress in *N*. *crassa*. To determine how UPF-mediated regulation of *cat-3* expression is released during H_2_O_2_-induced oxidative stress, we first examined the expression of *upf* genes upon H_2_O_2_ treatment in WT strain. RT-qPCR analysis revealed that the levels of *upf* mRNAs remained unchanged with or without H_2_O_2_ treatment (S7A–S7C Fig). We next generated specific antibodies of UPF-1, UPF-2, or UPF-3 (S8A–S8C Fig) to examine UPF protein levels. Unexpectedly, western blot analysis showed that H_2_O_2_ treatment significantly decreased the UPF protein levels compared to those without H_2_O_2_ treatment (Fig 7C). Consistent with decreased UPF protein levels, *cpc-1* and *ngf-1* mRNA levels in the WT strain increased upon H_2_O_2_ treatment, similar to those in *upf* mutants (Fig 7D and 7E). These results demonstrate that H_2_O_2_ treatment triggers NMD suppression through downregulating UPF proteins rather than mRNAs, which in turn releases *cat-3* expression to respond to H_2_O_2_-induced oxidative stress.

**Fig 7:**
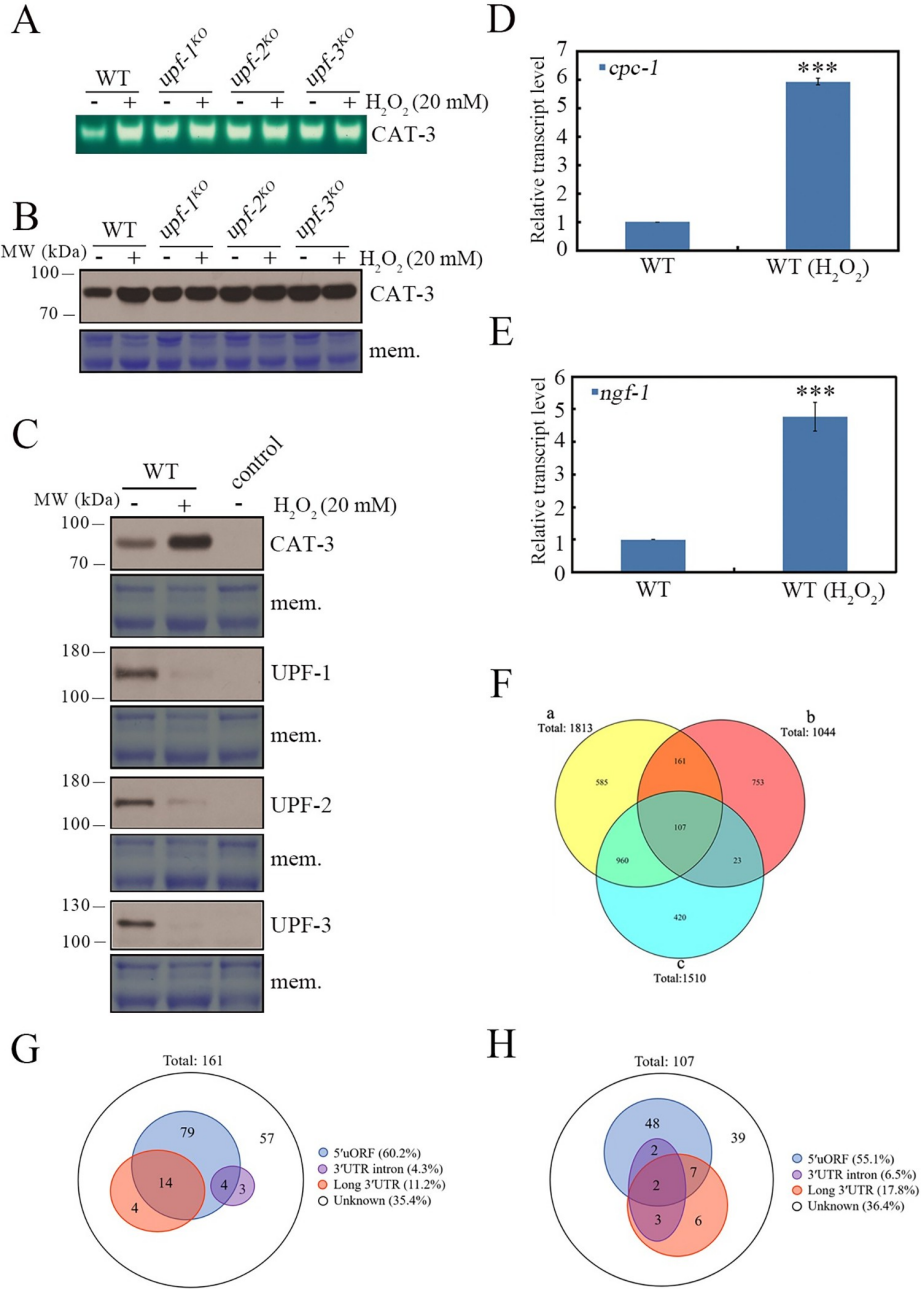
UPF proteins are responsible for dealing with the H_2_O_2_-induced oxidative stress. (A) In-gel assays showing the CAT-3 activities of WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains under different H_2_O_2_ concentrations. (B) Western blot showing the levels of CAT-3 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains under different H_2_O_2_ concentrations. (C) Western blot showing the levels of CAT-3, UPF-1, UPF-2 and UPF-3 proteins in the WT strain under different H_2_O_2_ concentrations. The corresponding controls indicated *cat-3*^*KO*^, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. (D and E) RT-qPCR assays showing the levels of *cpc-1* (D) and *ngf-1* (E) mRNA in the WT strain under different H_2_O_2_ concentrations. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used. (F) a. The number of genes upregulated by H_2_O_2_ treatment in the WT strain; b. The number of genes upregulated in the *upf-1*^*KO*^ strain; c. The number of genes upregulated by H_2_O_2_ treatment in the *upf-1*^*KO*^ strain. log2 (Fold change) ≥1, pValue <0.05. (G and H) Distribution of genes with different features upregulated (fold change ≥ 2) in the 161 (G) and 107 (H) genes. The results were obtained from RNA-seq data.

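Upon H_2_O_2_ treatment of *upf-1* KO, 1431 genes were called higher and 1265 lower, and 3847 genes had an adjusted p-value under 0.05 from edgeR at any fold change. With libraries scaled to their totals alone, a setting chosen after seeing the data, 466 genes were higher and 2719 lower, so that 14.6% of the calls were increases in place of 53.1%. NCU06782 (chromosome II, 1950962 to 1952648) rose from 25.5 ± 1.62 to 3698 ± 346 normalized counts (SD, n = 3), a log2 fold change of 7.17 (standard error 0.47, adjusted p = 3.5e-06 from edgeR). NCU16494 (chromosome I, 9423601 to 9424338), with at most 1 count in each untreated *upf-1* KO library, was on average at least 243-fold higher with H_2_O_2_ when those libraries are set to a floor of 3 counts, which is a log2 fold change of at least 7.93, and of at least 7.02 without replicate 2 with H_2_O_2_. The largest decreases were those of NCU16405 (chromosome I, 5728526 to 5730503), with a log2 fold change of -5.08 (-5.72 without replicate 2 with H_2_O_2_), and of *hak-1* (NCU00790, chromosome I, 7160898 to 7164346), with -4.55 (standard errors 0.37 and 0.39). NCU16405 overlaps NCU08332, so its count is uncertain.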

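The S3 and S4 Tables of the paper annotate each gene with these features. By those annotations, an uORF was present in 59 of the 107 genes (55.1%) and in 97 of the 161 genes (60.2%), a difference that Fisher's exact test did not separate from chance (two-sided, p = 0.449). A long 3'UTR was annotated for 18 of the 107 genes (16.8%) and 18 of the 161 genes (11.2%; two-sided Fisher's exact test, p = 0.203). A 3'UTR intron was annotated for 7 genes in each list, which is 6.54% of the 107 and 4.35% of the 161 genes (two-sided Fisher's exact test, p = 0.576). The features themselves were not derived again here.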

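The libraries of H_2_O_2_-treated mycelia differed in composition from the untreated ones. The 10 most abundant genes of each library held between 10.1% and 12.2% of the reads without H_2_O_2_, between 18.8% and 29.8% in the WT strain with H_2_O_2_, and between 12.5% and 18.5% in *upf-1* KO with H_2_O_2_. The TMM factors ranged from 1.30 to 1.53 without H_2_O_2_, from 0.481 to 0.602 in the WT strain with H_2_O_2_ and from 0.802 to 1.12 in *upf-1* KO with H_2_O_2_. The lowest Spearman correlation between replicates, across genes within the pair of libraries, was 0.992 in the untreated WT strain, 0.995 in untreated *upf-1* KO, 0.952 in the WT strain with H_2_O_2_ and 0.873 in *upf-1* KO with H_2_O_2_. The 0.873 belongs to a pair with replicate 2 of *upf-1* KO with H_2_O_2_. How the libraries are scaled therefore moves every change upon H_2_O_2_. In the WT strain, the median log2 fold change over all genes tested was -0.13 with TMM factors, 0.02 with DESeq2's size factors and -1.37 with library totals alone. In *upf-1* KO, the corresponding medians were 0.08, 0.10 and -0.64. Across genes, which are not independent replicates, the log2 fold change upon H_2_O_2_ fell with gene length (Spearman's rho -0.434 in the WT strain and -0.424 in *upf-1* KO).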

H_2_O_2_-mediated NMD suppression persuaded us to further analyze the effect of UPF downregulation on genome-wide changes of gene expression profile after H_2_O_2_ treatment. RNA-seq data showed that the expression levels of 1813 genes increased at least twofold after exposure to H_2_O_2_ in the WT strain. Among these 1813 genes, 268 genes (14.8%) were likewise upregulated in the *upf-1*^*KO*^ strain without H_2_O_2_ treatment (Fig 7F). *cat-1*, *cat-2*, and *cat-3* were included in the 268 overlapping genes. 

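In the WT strain, 1500 genes were called higher and 1922 lower upon H_2_O_2_ treatment, and 4462 had an adjusted p-value under 0.05 from edgeR at any fold change. DESeq2's size factors in place of the TMM factors gave 1773 higher and 1638 lower genes. Scaling to library totals alone, chosen after seeing the data, moved the numbers of called genes most, to 377 higher and 4606 lower genes, so that 7.57% of the calls were increases in place of 43.8%. NCU16494, with no count in any untreated WT library, was on average at least 153-fold higher with H_2_O_2_, and at least 42.6-fold higher without replicate 1 with H_2_O_2_. NCU16017 (mitochondrial genome, 40904 to 42784) rose from 2.08 ± 1.13 to 463 ± 377 normalized counts (SD, n = 3), a log2 fold change of 7.68 (standard error 0.91, adjusted p = 3.6e-05 from edgeR), which was 6.95 without replicate 2 with H_2_O_2_, and it overlaps NCU16016, so its count is uncertain. The largest decreases were those of NCU16405, from 2209 ± 282 to 14.9 ± 8.89 normalized counts (SD, n = 3), and of NCU02890 (chromosome I, 8790820 to 8791556), which had at most 3 counts in each H_2_O_2_-treated WT library and was at least 37.6-fold lower.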

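Of the 1500 genes called higher upon H_2_O_2_ in the WT strain, 223 (14.9%) were also called higher in untreated *upf-1* KO, 183 of them with both adjusted p-values under 0.05. These 223 genes include 210 of the 268 genes listed in the S3 and S4 Tables. When the calls were exchanged between genes of like expression, the number of shared genes was between 152 and 220 in 10000 draws, with a median of 186. Both comparisons use the same untreated WT libraries, so their errors are shared. The simulated counts below had, for each gene, the same spread between replicates (dispersion) in all 12 libraries. Real replicates were more alike without H_2_O_2_ (lowest Spearman correlations 0.992 and 0.995) than with it (0.952 and 0.873). Shared errors may thus be larger in these draws than in the data, which would raise the simulated overlap. Counts simulated without any effect, with those libraries shared, gave between 7 and 23 shared genes in 20 draws, and a correlation between both sets of log2 fold changes of 0.448 to 0.505, against 0.158 observed. Counts simulated with both effects placed on independent genes gave between 218 and 290 shared genes and correlations of 0.0577 to 0.113. When only effects with an adjusted p-value under 0.05 were placed, a simulation added after the first was seen, there were between 112 and 160, with correlations of 0.0482 to 0.105. With all effects made smaller, so that effects and errors together had the observed spread, a simulation also added later, there were between 196 and 257, with correlations of 0.0654 to 0.121. Scaled to library totals alone, the libraries gave 81 shared genes.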

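*cat-1* (NCU08791, chromosome III, 5111604 to 5114534) rose from 469.9 ± 55.7 normalized counts (SD, n = 3) in the untreated WT strain to 1281 ± 80.8 (SD, n = 3) in untreated *upf-1* KO and 2813 ± 1840 (SD, n = 3) in the WT strain with H_2_O_2_. The log2 fold changes of *cat-1* were 1.45 (standard error 0.34, adjusted p = 0.0129 from edgeR) in *upf-1* KO and 2.58 (standard error 0.35, adjusted p = 9.3e-05 from edgeR) upon H_2_O_2_, the latter being 1.97 without replicate 1 of the WT strain with H_2_O_2_. *cat-2* (NCU05770, chromosome VII, 3764986 to 3767954) rose from 71.4 ± 13.1 to 315 ± 31.5 and 327 ± 274 normalized counts (SD, n = 3) in the same order. For *cat-2*, log2 fold changes were 2.14 (standard error 0.70, adjusted p = 0.0605 from edgeR) in *upf-1* KO and 2.2 (standard error 0.71, adjusted p = 0.0189 from edgeR) upon H_2_O_2_. Both standard errors use the spread of all 12 libraries, including uneven ones with H_2_O_2_ (3353 reads against 442 and 432 in *upf-1* KO). With only the untreated libraries fitted, the *cat-2* increase in *upf-1* KO was 2.26 and had an adjusted p-value under 0.05 from edgeR. Without the same replicate 1, the increase of *cat-2* upon H_2_O_2_ was 1.31 and no longer had an adjusted p-value under 0.05. *cat-3* rose upon H_2_O_2_ in the WT strain to 2382 ± 83.8 normalized counts (SD, n = 3), a log2 fold change of 1.71 (standard error 0.17, adjusted p = 1.3e-05 from edgeR). Scaled to library totals alone, the *cat-3* increase was 0.46 and had no adjusted p-value under 0.05.

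**Figure D1:**
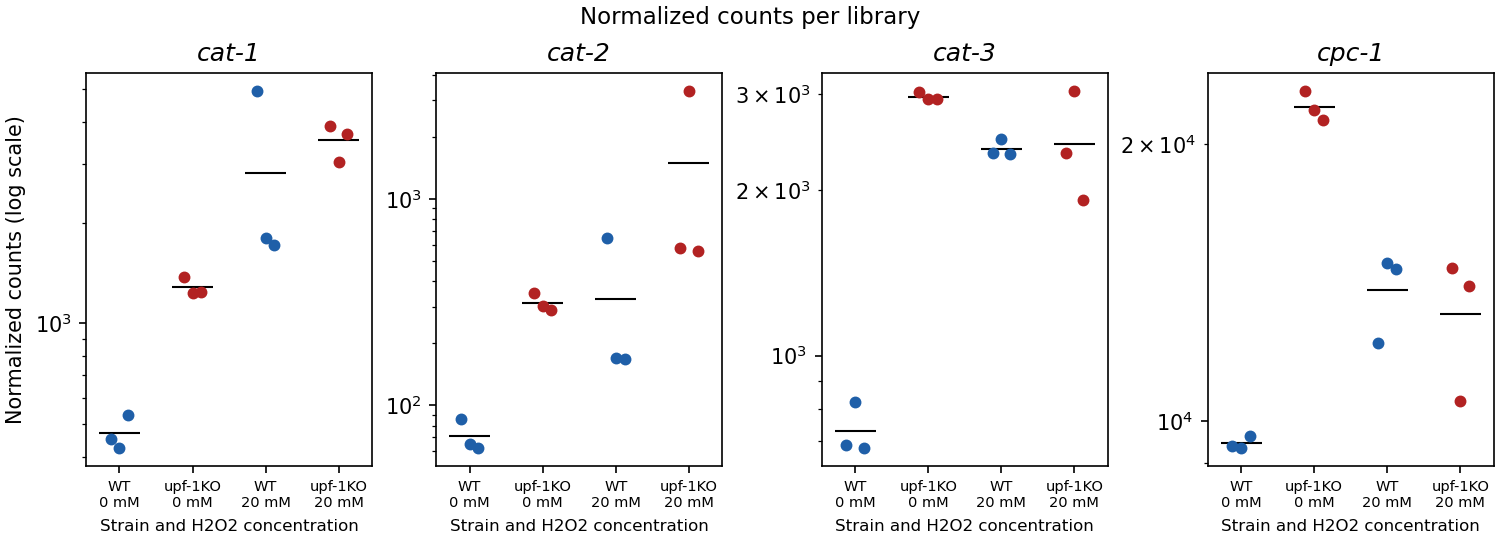
Normalized counts (log scale) of *cat-1*, *cat-2*, *cat-3* and *cpc-1* in each library of the WT strain (blue) and *upf-1* KO (red) at 0 mM and 20 mM H_2_O_2_, each point 1 library and each horizontal bar the mean of 3. All 3 untreated *upf-1* KO libraries lie above all 3 untreated WT libraries for each of the 4 genes, while *cat-1* and *cat-2* in the WT strain with H_2_O_2_, and *cat-2* in *upf-1* KO with H_2_O_2_, have 1 library far above the others.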

Consistent with the elevated mRNA levels of *cat-1* and *cat-2* in *upf-1*^*KO*^ strains without H_2_O_2_ treatment, the activities and protein levels of these two catalases increased in *upf* mutants compared with those in the WT strain (S9A–S9C Fig). 

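The fold changes were compared between the tested genes with and without an annotated uORF, 3'UTR intron or long 3'UTR in the S3 and S4 Tables. The study chose all these genes for their increase in untreated *upf-1* KO and upon H_2_O_2_ in the WT strain, so both groups share 1 cut-off. Genes outside these lists were not compared, and genes are not independent replicates. The comparisons therefore cannot tell whether such features go with the effect of *upf-1* loss. In untreated *upf-1* KO, the median log2 fold change was 1.44 over the genes with a feature and 1.55 over the 90 tested genes without one, a difference of -0.11 (permutation test with 100000 resamples, two-sided, p = 0.481, adjusted p = 0.722 over 3 comparisons). Upon H_2_O_2_ in the WT strain, the medians were 1.70 and 1.97 (permutation test, p = 0.0825, adjusted p = 0.247), and upon H_2_O_2_ in *upf-1* KO they were 0.83 and 0.82 (permutation test, p = 0.906, adjusted p = 0.906). At least one feature was annotated for 68 genes of the S3 Table (63.6%) and 104 genes of the S4 Table (64.6%; two-sided Fisher's exact test, p = 0.897).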

Element analysis of these 268 transcripts revealed that 96 genes (35.8%) had zero features of NMD substrates, whereas 172 genes (64.2%) contained at least one feature (5’uORF, 3’UTR intron, or long 3’UTR) of NMD substrates (Fig 7G and 7H). Of these 268 UPF-1-regulated genes, the expression levels of 107 genes (including *cat-1* and *cat-2*) were further increased in the *upf-1*^*KO*^ strains after exposure to H_2_O_2_, whereas 161 genes (including *cat-3*) were not further increased in the *upf-1*^*KO*^ strain during H_2_O_2_ treatment (S3 and S4 Tables). In contrast to the elevated mRNA levels of *cat-1* and *cat-2* in *upf-1*^*KO*^ strain after treatment with H_2_O_2_, catalase activities and protein levels of CAT-1 and CAT-2 decreased in *upf* mutants upon H_2_O_2_ treatment compared to those in the untreated samples (S9A–S9C Fig). 

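Of the 223 genes called higher in both comparisons, 87 were also called higher upon H_2_O_2_ in *upf-1* KO and 136 were not. Among the 136, the median log2 fold change upon H_2_O_2_ was 1.55 in the WT strain and 0.36 in *upf-1* KO, where 93 were above 0 and 7 were called lower. The difference between the strains in the H_2_O_2_ effect, tested as an interaction in the same model, had an adjusted p-value under 0.05 from edgeR for 50 of the 136 genes and 12 of the 87 genes, with the smaller effect in *upf-1* KO in each of them, a direction that the choice of the 136 genes favours. The 50 became between 24 and 32 without an untreated library, 83 without replicate 1 of the WT strain with H_2_O_2_ and 82 without replicate 3 of *upf-1* KO with H_2_O_2_. Counts simulated without any effect gave between 7 and 23 genes called higher in the first pair of comparisons and not in the third. With effects placed on independent genes there were between 104 and 148, with only the effects of adjusted p-value under 0.05 between 52 and 81, and with smaller effects of the observed spread between 86 and 150. The 107 genes of the S3 Table, 106 of which were tested, had a median log2 fold change upon H_2_O_2_ of 2.44 in the WT strain and 1.55 in *upf-1* KO. With the 2 of these genes that have no more than 3 counts in any untreated WT library set to their lower bounds, the WT median was 2.32. For the 156 tested genes of the S4 Table, the medians were 1.47 (1.46 with bounds for 3 genes) and 0.40, and 1 gene was called higher upon H_2_O_2_ in *upf-1* KO. Without replicate 2 of *upf-1* KO with H_2_O_2_, 24 of these genes were. In *upf-1* KO, 27 of the 156 genes had an increase and 12 a decrease with an adjusted p-value under 0.05 from edgeR. Both lists were chosen by the study on these libraries, so their medians are not independent evidence.

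**Figure D2:**
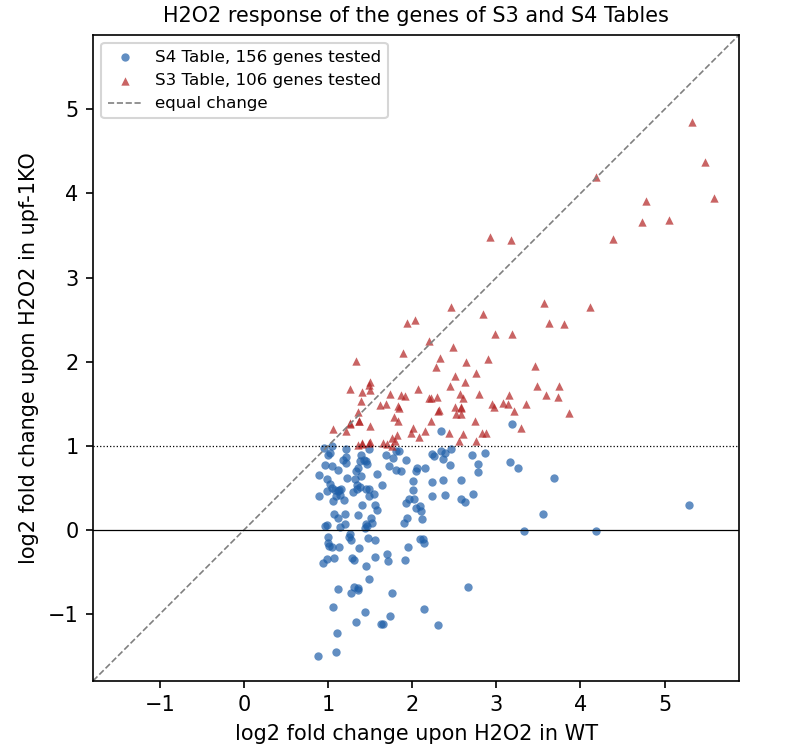
Log2 fold change upon H_2_O_2_ in the WT strain (horizontal axis) and in *upf-1* KO (vertical axis) for the 106 tested genes of the S3 Table (red triangles) and the 156 of the S4 Table (blue circles), with a dashed line at equal change, a dotted line at 1 and a solid line at 0 in *upf-1* KO. Of the S4 Table genes, 155 lie below the line of equal change, and 18 of the S3 Table genes lie above it.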

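Upon H_2_O_2_ in *upf-1* KO, *cat-1* rose to 3531 ± 440 normalized counts (SD, n = 3), a log2 fold change of 1.46 (standard error 0.34, adjusted p = 0.00395 from edgeR), and *cat-2* to 1489 ± 1591 (SD, n = 3), a log2 fold change of 2.24 (standard error 0.68, adjusted p = 0.017 from edgeR). Without replicate 2, the *cat-2* increase in *upf-1* KO was 0.86 and had no adjusted p-value under 0.05. *cat-3* had 2432 ± 562 normalized counts (SD, n = 3) in *upf-1* KO with H_2_O_2_, a log2 fold change of -0.29 (standard error 0.17, adjusted p = 0.172 from edgeR). The interaction was -1.99 for *cat-3* (standard error 0.24, adjusted p = 0.00103 from edgeR), -1.12 for *cat-1* (standard error 0.47, adjusted p = 0.172 from edgeR) and 0.04 for *cat-2* (standard error 0.98, adjusted p = 0.984 from edgeR). With 1 library left out, the *cat-1* interaction lay between -1.59 and -0.64. For *cat-2* the interaction was -1.35 without replicate 2 of *upf-1* KO with H_2_O_2_. It was 0.76 without replicate 1 of the WT strain with H_2_O_2_, so single libraries set it.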

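Among the 268 genes of the S3 and S4 Tables, 146 are described there as hypothetical proteins and 122 carry another description. Words for redox enzymes, such as oxidoreductase, dehydrogenase or catalase, occur in 29 of the descriptions (10.8% of the 268). Of the 28 tested genes among these, 25 were called higher in untreated *upf-1* KO, with a median log2 fold change of 1.54, ranging from 0.93 to 3.21. No background of descriptions for the other genes was used here, so no enrichment was tested, and the genes had been chosen by the study for their increase in these libraries.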

GO analysis revealed that these 268 genes were classified as redox-related pathways (Fig 1A). Considering that catalases are heme-proteins, we also analyzed the mRNA levels of enzymes involved in heme synthesis by RNA-seq. 

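For the 7 heme synthesis genes, the log2 fold change in untreated *upf-1* KO ranged from -0.44 to 0.13, and 0 of 7 were called higher. None had an adjusted p-value under 0.05 from edgeR, either over all genes tested or adjusted over the list alone, and 1 had an unadjusted p-value under 0.05. That gene, the ferrochelatase gene NCU08291 (chromosome IV, 2517661 to 2520262), had a log2 fold change of -0.32 (standard error 0.12, adjusted p = 0.0898 from edgeR). The coproporphyrinogen III oxidase gene NCU01546 (chromosome II, 3121499 to 3123486) had a log2 fold change of -0.43 (standard error 0.21, adjusted p = 0.209 from edgeR). Scaled over the 6 untreated libraries alone, its mean was 7427 ± 1342 normalized counts (SD, n = 6), above 98% of the genes tested. The other heme synthesis genes had mean normalized counts between 233 and 1808, which lie between the 41.4 and 91.1 percentiles. The reads of NCU10292 and NCU02771 are uncertain because each overlaps another gene. With the untreated libraries fitted alone, 5 of the 7 genes had an adjusted p-value under 0.05 from edgeR, 4 of them lower and 1 higher in *upf-1* KO. The log2 fold changes in that fit were -0.31 for NCU01546 (adjusted p = 0.00208 from edgeR), -0.20 for NCU08291 (adjusted p = 0.00962 from edgeR), -0.22 for NCU10292 (adjusted p = 0.0303 from edgeR), -0.31 for NCU02395 (adjusted p = 0.0491 from edgeR) and 0.25 for the 5-aminolevulinate synthase gene NCU06189 (adjusted p = 0.00772 from edgeR). Over all the alternatives tried, the lowest adjusted p-value was 7.57e-05 for NCU01546 and 0.0066 for NCU08291, both with DESeq2, and that of the fit above for the other 3 genes, and the highest was 1 for each of the 5.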

Although there was no significant increase for heme synthesis genes expression in the *upf* mutants, the high basal expressions, especially for NCU01546 genes, may be able to maintain a huge reserve pool of heme in the cells (S5 Table). These results suggest that H_2_O_2_-triggered UPF inhibition upregulates redox-related pathways to deal with H_2_O_2_-induced oxidative stress.

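Of the 43 tested genes of oxidation-reduction process, which the study had chosen for their increase in untreated *upf-1* KO, 16 were also called higher upon H_2_O_2_ in the WT strain. Among the genes of the S3 and S4 Tables with words for redox enzymes in their descriptions, each of the 28 tested was called higher upon H_2_O_2_ in the WT strain, which is how both lists were chosen, with a median log2 fold change of 1.89. These genes are 13 of the 107 genes of the S3 Table and 16 of the 161 genes of the S4 Table. Besides the genes raised both by H_2_O_2_ and by the loss of *upf-1*, the paper reports lower UPF protein levels under H_2_O_2_. It also reports that CAT-3 activity and protein did not rise further in *upf* mutants. The paper proposes that inhibition of the UPF proteins under H_2_O_2_ raises redox-related pathways as a response to oxidative stress.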

### 5. H_2_O_2_-induced degradation of UPF protein is partially dependent on eIF2α phosphorylation

Previous studies revealed that eIF2α S51 phosphorylation, the core event of the integrated stress response (ISR), serves as a molecular hub linking external stress response and NMD pathway suppression through globally decreasing protein synthesis [77, 80]. To determine the implications of eIF2α phosphorylation in dealing with H_2_O_2_-induced oxidative stress in *N*. *crassa*, we measured eIF2α S51 phosphorylation levels in the WT strain with or without H_2_O_2_ treatment. As shown in Fig 8A, H_2_O_2_ treatment significantly up-regulated eIF2α S51 phosphorylation levels, indicating that eIF2α S51 phosphorylation likely functions in response to H_2_O_2_-induced oxidative stress in *N*. *crassa*. To further confirm the role of eIF2α S51 phosphorylation in combating oxidative stress, we generated eIF2α S51A and eIF2α S51D mutants, in which the mutation of S51 to A abolishes eIF2α phosphorylation whereas the mutation of S51 to D mimics eIF2α phosphorylation, respectively. As expected, H_2_O_2_ treatment failed to down-regulated UPF protein levels in the eIF2α S51A strain compared to those in the WT and eIF2a S51D strains (Figs 8B and S10A), confirming that eIF2α S51 phosphorylation is critical for oxidative stress-induced NMD suppression by blocking protein synthesis in *N*. *crassa*. We also determined whether H_2_O_2_ treatment affects the degradation of UPF proteins in the WT and eIF2α S51A mutant after the addition of the protein synthesis inhibitor cycloheximide. Surprisingly, H_2_O_2_-induced oxidative stress strongly increased degradation of UPF proteins in the WT strain. However, eIF2α S51A mutation significantly restored the stability of UPF proteins even under H_2_O_2_ treatment (Fig 8C and 8D), suggesting that the eIF2α phosphorylation likely promotes the degradation of UPF proteins through an unknown mechanism. CPC-3 was reported as the main kinase responsible for eIF2α phosphorylation in *N*. *crassa* [81, 82]. However, loss of CPC-3 failed to block the down-regulation of UPF protein levels and up-regulation of CAT-3 protein levels under H_2_O_2_ treatment (S10B Fig), implying that there are other kinases that respond to H_2_O_2_-induced oxidative stress in *N*. *crassa* [83–85].

**Fig 8:**
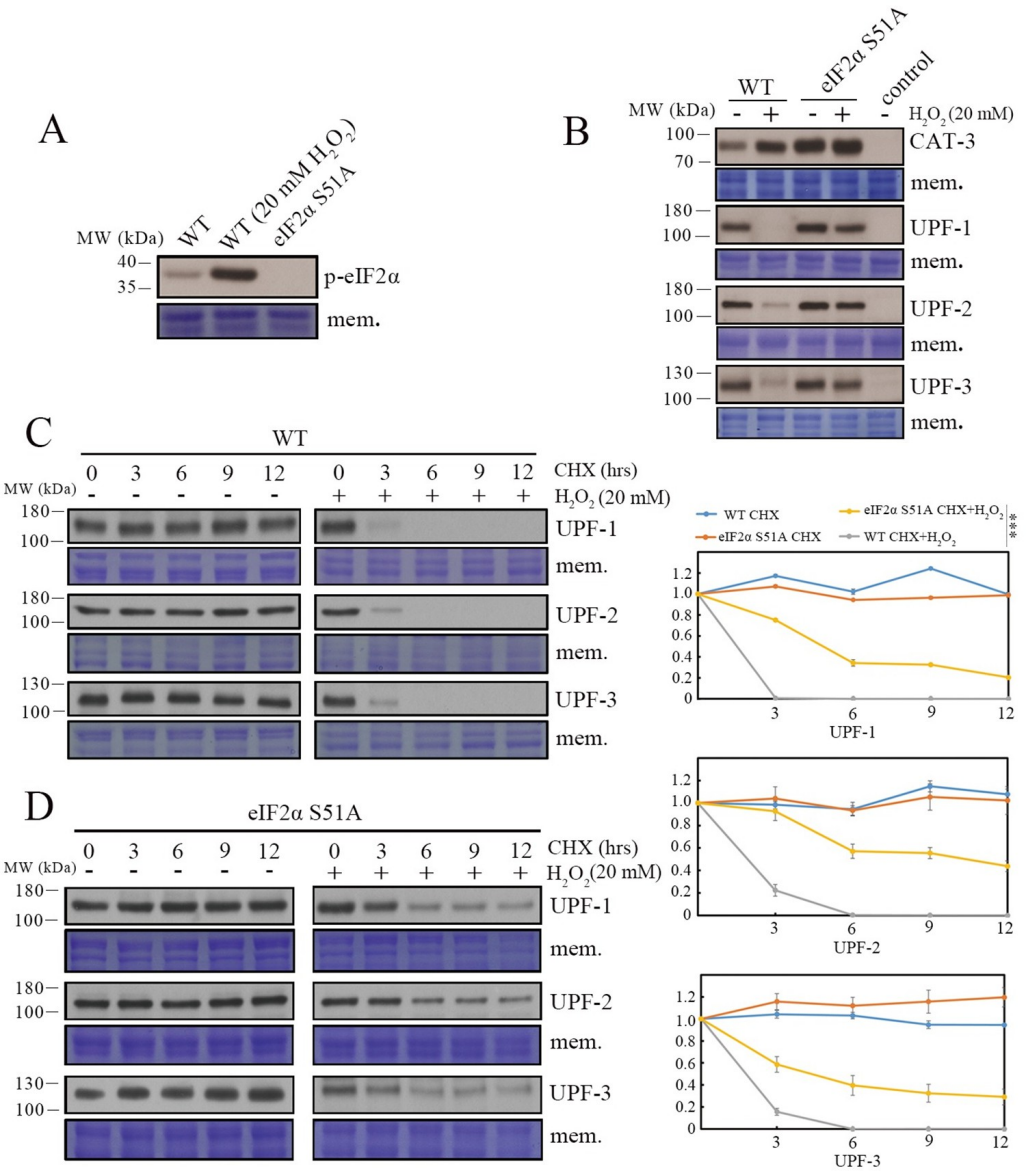
H_2_O_2_-induced degradation of UPF proteins is partially dependent on eIF2α phosphorylation. (A) Western blot showing the levels of eIF2α phosphorylation in the WT strain after the addition of 20 mM H_2_O_2_. The eIF2α S51A strain was used as the negative control. (B) Western blot showing the levels of CAT-3, UPF-1, UPF-2 and UPF-3 proteins in WT and eIF2α S51A strains under 20 mM H_2_O_2_. The corresponding controls indicated *cat-3*^*KO*^, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. (C and D) Western blot showing the levels of UPF-1, UPF-2 and UPF-3 proteins in WT (C) and eIF2α S51A (D) strains under the treatment with CHX (cycloheximide) alone or in combination with 20 mM H_2_O_2_, respectively. Quantification of the UPF protein levels was showed on the right. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001.

## Discussion

Recent studies have clearly demonstrated that the NMD pathway contributes to appropriate cellular responses to various environmental stresses by dynamically adjusting the mRNAs levels of key inducible genes. Our data further complement these previous reports by showing how NMD factors regulate *cat-3* expression during H_2_O_2_-induced oxidative stress. Under physiological conditions, UPF proteins not only control the stability of *cat-3* transcripts, but also indirectly repress *cat-3* gene transcription by boosting *cpc-1* and *ngf-1* mRNA decay to maintain ROS homeostasis. Moreover, we identified that UPF proteins serve as a sensitive factor for H_2_O_2_-induced oxidative stress in *N*. *crassa*. When subjected to H_2_O_2_ treatment, UPF proteins are degraded, which in turn triggers activation of *cat-3* expression to eliminate oxidative stress in cells (Fig 9). Our results therefore demonstrate the multilevel regulatory roles of *N*. *crassa* UPF complex in *cat-3* gene expression under physiological conditions as well as oxidative stress conditions.

**Fig 9:**
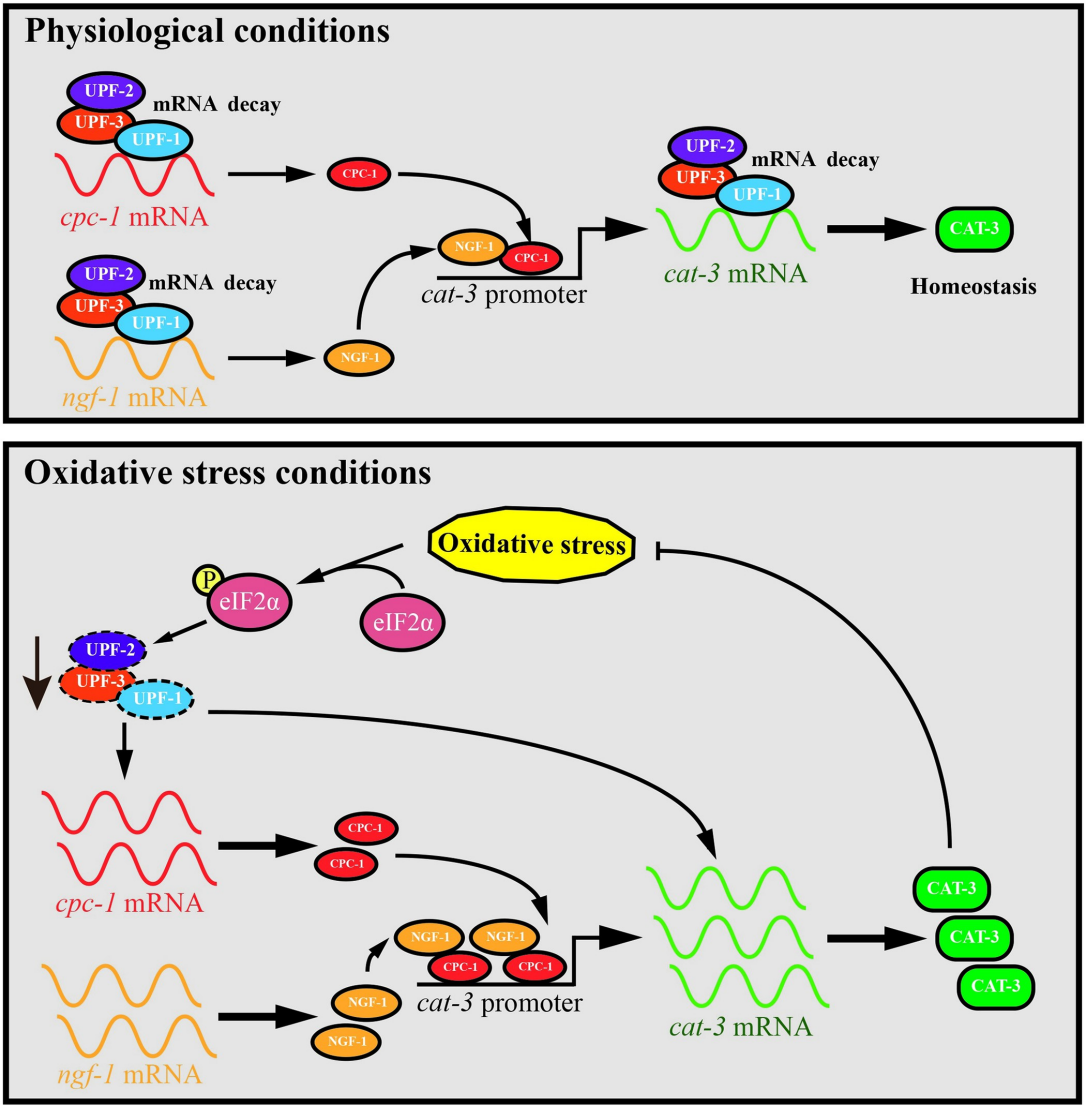
The working model depicting the UPF proteins-mediated multilevel regulation of *cat-3* gene expression in *N*. *crassa*. Under physiological conditions, UPF proteins not only directly promote the degradation of *cat-3* mRNA, but indirectly repress *cat-3* gene transcription by boosting *cpc-1* and *ngf-1* mRNAs decay, which encode the critical positive regulators for *cat-3* gene expression, eventually maintaining the homeostasis of CAT-3 protein and activity. Once cells are subjected to oxidative stress, UPF proteins are degraded partially through an eIF2α phosphorylation-dependent manner, thus the stabilities of *cpc-1*, *ngf-1* and *cat-3* mRNAs are significantly improved, ultimately leading to a significant increase of CAT-3 activity to deal with the excessive oxidative stress.

### The functions of NMD under physiological conditions

As a robust inducible gene, the expression pattern of *cat-3* fluctuates with changes in ROS levels during the growth and development of *N*. *crassa*, which is mainly achieved by competition between positive and negative regulators. Our previous study showed that the transcription factor CPC-1 and histone acetyltransferase NGF-1 are responsible for activating *cat-3* transcription and resisting H_2_O_2_-induced oxidative stress [59]. Here, we demonstrated that UPF proteins, the key negative regulators, not only directly promote *cat-3* mRNA decay, but indirectly repress *cat-3* gene transcription by boosting *cpc-1* and *ngf-1* mRNAs decay, eventually maintaining an optimal amount of CAT-3 protein to deal with the fluctuation of ROS under physiological conditions. Consistent with our study, NMD-mediated decay of *Atf4* mRNA, the functional homologue of *N*. *crassa cpc-1* gene in mammals, also controls the expression patterns of key response genes for other stress, such as hypoxia, amino acid deprivation and ER stress [86, 87]. Previous study revealed that mouse *Atf4* possesses two upstream open reading frames (uORF1 and uORF2) that are potential features for triggering NMD-mediated decay of normal transcripts. The translation of the second uORF is favoured under normal conditions, which leads to NMD activation and low levels of ATF4 protein [33]. Four uORFs are required for translational control of yeast GCN4. The ribosomes start scanning at uORF1 and re-initiate at downstream uORFs that blocks the translation of GCN4 coding sequence [77]. In the *N*. *crassa*, *cpc-1* gene also contains two uORFs, implying that such regulatory mechanisms may apply to *cpc-1* gene [31, 74, 76]. Importantly, about 22–50% of eukaryotic mRNAs contain putative uORFs with possible regulatory effects according to their propensities to trigger NMD, thus, their translations are closely linked to their estimated sensitivities to the NMD machinery [1, 8, 88, 89]. Unlike *cpc-1 gene*, *ngf-1* gene harbors a long 3’UTR that is another potential feature for NMD-mediated decay of normal transcripts. Considering the regulatory functions of NGF-1 in various biological events, NMD-mediated balance of *ngf-1* expression level seems more complicated in addition to coping with oxidative stress [60, 61, 90]. Considering the diversity of substrates targeted by the NMD pathway, we cannot rule out the possibility that other substrates may also contribute to UPF’s repressive role in *cat-3* homeostasis in addition to *cpc-1* and *ngf-1* transcripts. Intriguingly, the NMD pathway probably possesses a conserved feedback regulatory network, because most eukaryotic transcripts of NMD factors contain at least one feature, uORFs or the long 3’UTR, for triggering NMD autoregulation [8, 62, 72, 91]. For example, *upf-1* mRNA contains two uORFs and a long 3’UTR and becomes more stable in *upf-2*^*KO*^ strain [8]. This autoregulation provides a potential buffering mechanism to avoid excessive activation of NMD factors which may cause dysfunction of a bulk of NMD substrates in cells during growth and development.

*N*. *crassa* employs such an elaborate mechanism to actively maintain low levels of CAT-3 under physiological conditions. The system is able to react quickly to sudden increases in external H_2_O_2_, which could mean a life-threatening situation. Releasing the negative control of the NMD would ensure a rapid response with a burst of extracellular CAT-3. Once the stress is overcome, a much lower and regular amounts of CAT-3 would be secreted to maintain the cell wall integrity with its catalase and chaperone activities [55, 92]. By maintaining low levels of CAT-3, *N*. *crassa* ensures a basal level of ROS that can be utilized for regulating the complex developmental processes, such as asexual and sexual reproduction, hyphal growth, and differentiation specialized structures [93–96]. For example, a hyperoxidant state has been reported to occur at the beginning phase of some morphogenetic transitions such as hyphal adhesion, aerial mycelium formation, and conidium formation in *N*. *crassa* [55, 97–100]. In addition, catalase overexpression increases the pathogenicity and reduces the germination time of other fungi [101]. Last, overexpression of human mitochondrial catalase leads to elevated inflammatory signaling by activating the redox-sensitive NF-κB in mice macrophages [102, 103]. Therefore, the precise regulation of intracellular catalase expression seems highly desirable under physiological conditions.

### The functions of NMD in adaptation to stress and environment

In eukaryotes, various stresses including amino acid deprivation, viral infection and ER stress can activate a common adaptive pathway, termed integrated stress response (ISR). A correlation was made between the induction of *N*. *crassa* catalase genes by H_2_O_2_-induced oxidative stress and those enzymes for resistance to the same stress. During ISR, eukaryotic translation initiation factor 2α (eIF2α) is phosphorylated by GCN2, PKR, HRI or PER kinases, eventually leading to a global attenuation of cap-dependent translation and the concomitant induction of ISR-specific mRNAs to re-establish cellular homeostasis [77, 104]. Translations of these ISR-specific mRNAs may not require cap recognition by the eIF4F complex, but rely on a re-initiation mechanism or the direct recruitment of ribosomes to internal ribosome entry sites (IRES) [77, 105]. The activity of the NMD pathway is critical to silence ISR under physiological condition until enough stress promotes NMD suppression because many ISR-specific transcripts are natural NMD targets, such as *Atf4*. We have previously revealed that the histone acetyltransferase NGF-1 and the transcription factor CPC-1 are required to maintain *cat-3* expression. Our research further showed that H_2_O_2_-induced oxidative stress significantly down-regulates the activity of the NMD pathway, which in turn rescues *cpc-1* and *ngf-1* mRNA levels to enhance fitness and survival through elevating *cat-3* expression. Unlike the regulatory mechanisms in *N*. *crassa*, *S*. *pombe* Upf1 and Csx1, an RNA-binding protein, work in the same pathway to stabilize *atf1* and *ctt1* mRNAs during oxidative stress and thus *S*. *pombe upf* mutants are sensitive to oxidative stress [38].

It remains a key question as to how the oxidative stress triggers NMD suppression in the *N*. *crassa*. Several lines of evidence suggest that cellular stress achieves this by triggering eIF2α phosphorylation. eIF2α phosphorylation leads to the formation of stress granules (SGs) that sequester several key NMD factors in translationally arrested mRNAs and thus deplete NMD factors in the surrounding cytosol [106, 107]. Therefore, NMD factors would not have access to translationally active mRNAs in the cytosol in stressed cells. In this study, we found that H_2_O_2_-induced oxidative stress triggers NMD suppression through decreasing protein levels of UPFs but not the levels of their mRNA. Knockdown of SMG1, a key kinase in the NMD pathway, decreases the number of SGs when treated with sodium arsenite [108], implying that a possible feedback loop maintains RNA metabolism homeostasis by buffering both RNA decay and translation in response to stress. Similarly, in our study, eIF2α S51A mutation but not eIF2α S51D failed to inhibit the synthesis of UPF proteins under H_2_O_2_ treatment. Interestingly, eIF2α S51A mutation also significantly restored the stability of UPF proteins even under H_2_O_2_ treatment in WT strain. These results suggest that oxidative stress can blunt the NMD pathway by eIF2α phosphorylation. We found that with the loss of CPC-3, the homolog of mammalian eIF2α kinases in *N*. *crassa*, UPF proteins synthesis is still inhibited under H_2_O_2_ treatment, suggesting that there are other eIF2α kinases that respond to H_2_O_2_-induced oxidative stress in *N*. *crassa*. Tuning NMD activity is also important for tumor cells to adapt to the tumor microenvironment. NMD is decreased during tumor formation in order to overcome microenvironment-related stresses, such as hypoxia and ER stress. Oxidative stress has been shown to trigger ER stress pathway, activate apoptosis pathways and cause cell death in liver tissue [109]. Therefore, activation of eIF2α kinases by oxidative stress probably occurs through a crosstalk with other stresses. Upon H_2_O_2_ stress, the membrane receptors can sense and transfer oxidative stress signals via calcium or protein kinase pathways to UPF proteins, then CPC-1 and NGF-1, resulting in elevated *cat-3* transcription. CAT-3 has an N-terminal signal peptide that is processed [56] and possibly used for enzyme secretion to protect *N*. *crassa* against exogenous oxidative stress [55, 110]. Besides extracellular oxidative stress, intracellular ROS burst induced by curcumin has been reported to inhibit the NMD pathway [111, 112]. Therefore, other conditions that increase intracellular H_2_O_2_, such as cytochrome *c* peroxidase deficiency, probably also trigger *cat-3* transcription through inhibiting NMD mechanisms. Interestingly, in addition to catalases, ROS scavenger molecule glutathione has also been reported to be exploited to cope with MYC-induced intracellular toxic ROS by activating the ISR and suppressing NMD [113], further expanding the scope of NMD substrates for intracellular ROS regulation. In summary, our study reveals that UPF factors play an important role in responding to ROS stress by activating *cat-3* transcription which cleans up excess ROS.

## Materials and methods

### Strains and culture conditions

In this study, the *N*. *crassa* 87–3 (*bd*, *a*) strain with *bd* mutation (*ras-1*^*T79I*^) and FGSC 4200 (ORS-SL6a) strain were used as the wild-type strains [114]. The *ku70*^*RIP*^ (*bd*, *a*) strain in which the *ku70* ORF was mutated with multiple premature stop codons by repeat-induced point mutation [115] was used as the host strain for creating different *Hygromycin B* (*hph*) knockout strains (*upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^) because loss-of-function of Ku70 protein causes extraordinarily high homologous recombination efficiency and low non-homologous end-joining rate [116]. The *cat-3*^*KO*^, *cpc-1* (j-5) and *ngf-1*^*KO*^ strains generated previously were also used in this study [59, 117]. The newly double mutants were generated by crossing, *upf-1*^*KO*^ *upf-2*^*KO*^, *upf-1*^*KO*^ *upf-3*^*KO*^, *upf-2*^*KO*^ *upf-3*^*KO*^, *upf-1*^*KO*^ *cpc-1* (j-5), *upf-2*^*KO*^ *cpc-1* (j-5), *upf-3*^*KO*^ *cpc-1* (j-5), *upf-1*^*KO*^ *ngf-1*^*KO*^, *upf-2*^*KO*^ *ngf-1*^*KO*^ and *upf-3*^*KO*^ *ngf-1*^*KO*^. The *upf-1*^*KO*^, pqa-Myc-UPF-1, *upf-1*^*KO*^, pqa-Myc-UPF-1^△CHD^, *upf-1*^*KO*^, pqa-Myc-UPF-1^△ATPBD^, *upf-1*^*KO*^, pqa-Myc-UPF-1^△RBD^ and *upf-1*^*KO*^, pqa-Myc-UPF-1^△SQD^ transformants were generated by transferring each construct into the *his-3* locus of *upf-1*^*KO*^ (*his-3*, *a*) host strain. Likewise, the *upf-2*^*KO*^, pqa-Myc-UPF-2, *upf-2*^*KO*^, pqa-Myc-UPF-2^△MIF4G-1^, *upf-2*^*KO*^, pqa-Myc-UPF-2^△MIF4G-2^, *upf-2*^*KO*^, pqa-Myc-UPF-2^△MIF4G-3^, *upf-2*^*KO*^, pqa-Myc-UPF-2^△UPF1BD^ and *upf-3*^*KO*^, pqa-Myc-UPF-3 transformants were created. All strains used here possess the same *bd* background. The *Neurospora crassa* locus identifier (NCU) and Fungal Genetics Stock Center (FGSC) numbers of the *N*. *crassa upf-1*, *upf-2*, *upf-3*, *cat-3* and *ngf-1* genes are NCU04242 (FGSC11229/FGSC11230), NCU05267 (FGSC#15705/FGSC#15706), NCU03435 (FGSC#11679/FGSC#11680), NCU00355 (FGSC#11201/FGSC#11202) and NCU10847 (FGSC#16229). The *cpc-1* (j-5) band mutant generated from the crossing of *cpc-1* (j-5) (FGSC#4433 and #4434) with 87–3 (*bd*, *a*) strain [59]. Strains list see in S6 Table.

Conidia of indicated strain were inoculated in Petri dishes with 50 mL minimal medium (2% glucose) and cultured at 25°C in constant light until the exponential growth phase of mycelia. The mycelial mat was cut with a specific puncher for quantification. Then, small mycelial disks were transferred to Erlenmeyer flasks with 50 mL minimal medium and grown at 25°C with shaking for 18 hours under constant light. When quinic acid (QA) was added, mycelial disks were grown in 50 mL low-glucose medium (1 **×** Vogel’s, 0.1% glucose and 0.17% arginine) with 10^**−**2^ M QA.

### Generation of antisera against NGF-1, UPF-1, UPF-2, and UPF-3

The GST-NGF-1 (amino acids Ala34-Glu280), GST-UPF-1 (amino acids His690-Gln892), GST-UPF-2 (amino acids Pro202-Met488) and GST-UPF-3 (amino acids Thr236-Thr548) fusion proteins were expressed in *Escherichia coli* BL21 cells, respectively. Purified recombinant proteins were used as the antigens to generate rabbit polyclonal antiserums as previously described [116]. The CPC-1, RPB-1, and CAT-3 antibodies generated previously were also used in this study [59, 117, 118].

### Plate assay

The medium for plate assays contained 1 × Vogel’s, 3% sucrose, 1.5% (w/v) agar with different concentrations of H_2_O_2_ and QA. About 1 week old conidia of specific strains were inoculated in Petri dishes with 50 mL liquid medium containing 1× Vogel’s salts and 2% glucose under static culture condition at 25°C for 48 hours. Disks of mycelium film were cut with an iron borer and placed in Petri dishes containing medium. WT or mutant strains were inoculated at the center of the disks and grown under constant light at 25°C on the medium containing 0, 10, or 20 mM H_2_O_2_. When the WT strain almost completely covered the medium without H_2_O_2_, all the plates were scanned, and the average growth rate of each strain relative to that in medium without H_2_O_2_ (0 mM) was calculated. The growth diameter of WT and *upf* mutants under 0 mM H_2_O_2_ was defined as their respective reference unit "1", and the relative growth of WT and *upf* mutants under 10 mM and 20 mM H_2_O_2_ was calculated, respectively. Each experiment was performed at least three times independently [73].

### In-gel assay for catalases activity

Cell extracts from the well-cultured mycelium disks were used for performing in-gel assay. Protein extraction and quantification prepared for the in-gel assay were same as previously described [117, 119, 120]. Equal amounts of total protein (40 μg) were loaded into each protein lane of 7.5% native poly-acrylamide slab gel. After electrophoresis, the gel was rinsed with ddH_2_O and subsequently soaked in 10 mM H_2_O_2_ with gently shaking for 10 min. Then, the gel was straightway transferred into a mixture of freshly prepared 1% potassium hexacyanoferrate (III) and 1% iron (III) chloride hexahydrate. Catalase activity was visualized as a band where H_2_O_2_ was decomposed by catalases.

### The stained colonies for testing extracellular catalase

Little amount of a-week conidia were resuspended in 1 mL ddH_2_O, and 0.5 μL of those were incubated on solid medium containing 1 × Vogel’s, 1.5% agar, 1 × Fig’s and 1.5% sorbose at 30°C for 3–4 days. The solid media with colonies in Petri dishes were treated with 7 mM H_2_O_2_ for 15 min, and immersed in a mixture of freshly prepared 1% potassium hexacyanoferrate (III) and 1% iron (III) chloride hexahydrate for 1 min. Extracellular catalases were visualized as a transparent circle (halo) where H_2_O_2_ was decomposed by catalases.

### Protein and RNA analyses

Cell extracts from the well-cultured mycelium disks were used for performing protein and RNA analyses. For protein analyses, protein extraction, quantification, western blot assay and protein degradation assay were performed as described previously [121, 122]. Equal amounts of total protein (40 μg) were loaded into each protein lane. After electrophoresis, proteins were transferred onto PVDF membrane by electroblot. Western blot assay was performed by using antibodies against the proteins of interest. After Western blot analyses, the membranes stained by Coomassie blue (0.25% Coomassie brilliant blue R250 (CAS#6104-59-2), 45% methanol, 10% glacial acetic acid) for 10 minutes followed by decolorizing with decolorization solution (45% methanol, 10% glacial acetic acid) for 20 minutes. For RNA analyses, total RNA was extracted with TRIzol agent and treated with DNaseI to digest genomic DNA. Each RNA sample (5 mg) was subjected to reverse transcription with Maxima H Minus reverse transcriptase (Thermo Fisher Scientific #M1682) and then amplified by real-time qPCR (7500; ABI) with AceQ Universal SYBR qPCR Master Mix (Q511; Vazyme) and primer pairs (S7 Table). The results were normalized by the expression level of tubulin gene. Transcription inhibitor thiolutin was used for RNA decay assay. The relative value of gene expression was calculated using the 2^-△△CT^ method by comparing the cycle number for each sample to that for the untreated control [123]. The results were normalized by the expression level of 18s RNA gene.

### ChIP-qPCR

Chromatin immunoprecipitation (ChIP) assays were performed as previously described [124]. Briefly, tissues were fixed with 1% formaldehyde for 15 min, and then treated with 125 mM glycine for 5 min to stop the cross-linking reaction. After harvest, cross-linked tissues were ground (0.5 g) and re-suspended in 6 mL lysis buffer containing protease inhibitors. Chromatin was sheared by sonication to ∼500 bp fragments. 1 mL (2 mg/mL) protein was used as per immunoprecipitation and 10 μL was kept as the input DNA. ChIP was performed with 5 μL antibody to RPB-1 and 5 μL antibody to CPC-1 [59, 118]. Immunoprecipitated DNA was enriched with the GammaBind G Sepharose beads (17-0885-02; GE Healthcare) and eluted using elution buffer (1% SDS and 0.1 M NaHCO_3_). Finally, purified DNA was quantified by real-time qPCR (7500; ABI) with AceQ Universal SYBR qPCR Master Mix (Q511; Vazyme) and primer pairs (S8 Table). Occupancies were normalized by the input DNA and presented as a percentage of input DNA.

### RNA seq and analysis

The *upf-1*^*KO*^ and WT strains were grown and the RNA samples were from independent triplicate pools, respectively. The NovaSeq 6000 system used to perform RNA-seq analysis. The sequencing was performed on an Illumina HiSeq 2000 at Anuo Youda Gene Technology (Beijing) Co., LTD, China. Feature Counts [125] was used to count the reads. After differentially expressed genes were obtained by DESeq2 (Version:1.38.2), we selected significantly upregulated genes for GO analysis (log2FoldChange> = 1, pValue<0.05) by STRING website. The scatter plot and bar plot were drawn using ggplot2 (version: 4.2.4). Meanwhile, VennDiagram (version:1.7.3) was used to map the significantly upregulated genes. Hisat2 [126] was used as the aligner to map the reads to the reference genome [*N*. *crassa* OR74A (NC12)].

## Supporting information

S1 Fig The activities and protein levels of CAT-3 were greatly increased in *upf*^*KO*^ (*nbd*) strains. (A) Growth phenotypes of WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains on slants. (B) Extracellular catalases assay showing the extracellular levels of CAT-3 in the WT and *upf* mutants. Extracellular catalases were visualized as a transparent circle (halo) where H_2_O_2_ was decomposed by catalases. WT clones were stained on day 3, and *upf* mutants clones were stained on day 4 when they reached the same size as WT clones. (C) In-gel assays showing the CAT-3 activities of WT (FGSC 4200, *nbd*), *upf-1*^*KO*^ (*nbd*), *upf-2*^*KO*^ (*nbd*) and *upf-3*^*KO*^ (*nbd*) strains. (D) Western blot showing the levels of CAT-3 protein in WT (FGSC 4200, *nbd*), *upf-1*^*KO*^ (*nbd*), *upf-2*^*KO*^ (*nbd*) and *upf-3*^*KO*^ (*nbd*) strains. The membrane stained by Coomassie blue represented the total proteins in each sample and served as the loading control.
(TIF) Click here for additional data file.

S2 Fig UPF proteins function in the same pathway to repress *cat-3* gene expression. (A) Plate assays analyzing mycelial growth (left) and relative growth statistics (right) of the WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and *upf-1*^*KO*^ *upf-2*^*KO*^, *upf-2*^*KO*^ *upf-3*^*KO*^, *upf-1*^*KO*^ *upf-3*^*KO*^ double mutants under different H_2_O_2_ concentrations. (B) In-gel assays showing the CAT-3 activities of WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and *upf-1*^*KO*^ *upf-2*^*KO*^, *upf-2*^*KO*^ *upf-3*^*KO*^, *upf-1*^*KO*^ *upf-3*^*KO*^ double mutants. (C) Western blot showing the levels of CAT-3 protein in WT, *upf-1*^*KO*^, *upf-2*^*KO*^, *upf-3*^*KO*^ strains and *upf-1*^*KO*^ *upf-2*^*KO*^, *upf-2*^*KO*^ *upf-3*^*KO*^, *upf-1*^*KO*^ *upf-3*^*KO*^ double mutants. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control. Error bars indicate S.D. (*n* = 3). *P ***<*** 0.05; **P ***<*** 0.01; ***P ***<*** 0.001. The *cat-3*^*KO*^ strain was used as the negative control in (A) (B) (C).
(TIF) Click here for additional data file.

S3 Fig UPF-1 protein is highly conserved in eukaryotes and the conserved domains of UPF-1 is required for the H_2_O_2_ resistance phenotype of *upf-1*^*KO*^ strain. (A) Amino acid sequence alignment of *Neurospora crassa* UPF-1 protein with its homologous proteins in *Schizosaccharomyces pombe*, *Saccharomyces cerevisiae*, *Drosophila melanogaster*, *Mus musculus* and *Homo sapiens*. (B) Western blot showing the protein levels of Myc-UPF-1 in the different deletion strains across UPF-1 coding region at exogenous locus. The arrow shows the specific band. (C) Plate assays analyzing mycelial growth of the different deletion strains across UPF1 coding domain at exogenous locus driven by *qa-2* promoter under 0, 10, 20 mM H_2_O_2_. The *cat-3*^*KO*^ strain was used as the negative control. Quinic acid (QA) was used to induce the *qa-2* promoter.
(TIF) Click here for additional data file.

S4 Fig UPF-2 protein is relatively conserved in eukaryotes and the conserved domains of UPF-2 is required for the H_2_O_2_ resistance phenotype of *upf-2*^*KO*^ strain. (A) Amino acid sequence alignment of *Neurospora crassa* UPF-2 protein with its homologous proteins in *Schizosaccharomyces pombe*, *Saccharomyces cerevisiae*, *Drosophila melanogaster*, *Mus musculus* and *Homo sapiens*. (B) Western blot showing the protein levels of Myc-UPF-2 in the different deletion strains across UPF-2 coding region at exogenous locus. (C) Plate assays analyzing mycelial growth of the different deletion strains across UPF-2 coding domain at exogenous locus driven by *qa-2* promoter under 0, 10, 20 mM H_2_O_2_. The *cat-3*^*KO*^ strain was used as the negative control. Quinic acid (QA) was used to induce the *qa-2* promoter.
(TIF) Click here for additional data file.

S5 Fig Deletion of UPF-1 has no effect on CPC-1 protein stability. (A) Putative NMD-inducing features (uORFs) in *cat-3* transcript. (B) RT-qPCR assays showing the relative degradation ratio of *Nc2β* mRNA in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains after the addition of thiolutin. Error bars indicate S.D. (*n* = 3). *P **<** 0.05; **P **<** 0.01; ***P **<** 0.001. Unpaired Student’s *t* test was used. (C) Putative NMD-inducing features (uORFs) in *cpc-1* transcript. (D) Western blot showing the degradation of CPC-1 protein in WT and *upf-1*^*KO*^ strains after the addition of cycloheximide (CHX). Quantification of the CPC-1 protein level was showed below. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control.
(TIF) Click here for additional data file.

S6 Fig Deletion of UPF-1 has no effect on NGF-1 protein stability. (A) Putative NMD-inducing features (long 3’UTR) in *ngf-1* transcript. (B) Immunodetection of NGF-1 in the WT strain using polyclonal antiserum that specifically recognizes endogenous NGF-1 protein. The *ngf-1*^*KO*^ strain was used as the negative control. (C) Western blot showing the degradation of NGF-1 protein in WT and *upf-1*^*KO*^ strains after the addition of cycloheximide (CHX). Quantification of the NGF-1 protein level was showed below. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control.
(TIF) Click here for additional data file.

S7 Fig H_2_O_2_ treatment has no effect on *upf* mRNAs levels in the WT strain. RT-qPCR assays showing the levels of *upf-1* (A), *upf-2* (B) and *upf-3* (C) mRNAs in the WT strain with or without H_2_O_2_ treatment. Error bars indicate S.D. (*n* = 3). N.S. no significance. Unpaired Student’s *t* test was used.
(TIF) Click here for additional data file.

S8 Fig Polyclonal antiserums could specifically recognize endogenous UPF-1, UPF-2 and UPF-3 proteins, respectively. Immunodetection of UPF-1 (A), UPF-2 (B) and UPF-3 (C) in the WT strain using polyclonal antiserum that specifically recognizes endogenous UPF proteins. *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains were used as the negative control in (A) (B) (C), respectively.
(TIF) Click here for additional data file.

S9 Fig The catalase activities and protein levels of CAT-1 and CAT-2 decreased in the *upf* mutants after H_2_O_2_ treatment. (A) In-gel assays showing the CAT-1 and CAT-2 activities of WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains with or without H_2_O_2_ treatment. (B) and (C) Western blot showing the protein levels of CAT-1 and CAT-2 in WT, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains with or without H_2_O_2_ treatment. The membrane stained by Coomassie blue represented the total proteins in each sample and served as the loading control.
(TIF) Click here for additional data file.

S10 Fig H_2_O_2_ treatment induces the degradation of UPF proteins in eIF2α S51D and *cpc-3*^*KO*^ strains. (A) Western blot showing the levels of CAT-3, UPF-1, UPF-2 and UPF-3 proteins in WT, eIF2α S51A and eIF2α S51D strains under 20 mM H_2_O_2_. (B) Western blot showing the protein levels of CAT-3, UPF-1, UPF-2 and UPF-3 in WT and *cpc-3*^*KO*^ strains under 20 mM H_2_O_2_. The corresponding controls indicated *cat-3*^*KO*^, *upf-1*^*KO*^, *upf-2*^*KO*^ and *upf-3*^*KO*^ strains. The membrane stained by Coomassie blue represented the total protein in each sample and served as the loading control.
(TIF) Click here for additional data file.

S1 Table GO Category analysis in the *upf-1*^*KO*^ strain. (XLSX) Click here for additional data file.

S2 Table A total of genes were greatly upregulated in the *upf-1*^*KO*^ strain. (XLSX) Click here for additional data file.

S3 Table A total of 107 genes were further upregulated in the *upf-1*^*KO*^ strain by H_2_O_2_ treatment. (XLSX) Click here for additional data file.

S4 Table A total of 161 genes were not further upregulated in the *upf-1*^*KO*^ strain by H_2_O_2_ treatment. (XLSX) Click here for additional data file.

S5 Table Analysis of the basal and fold change of heme synthesis genes expression in the WT and *upf-1*^*KO*^ strains. (XLSX) Click here for additional data file.

S6 Table Strains used in this study. (XLSX) Click here for additional data file.

S7 Table The primers for RT-qPCR assays. (XLSX) Click here for additional data file.

S8 Table The primers for ChIP-qPCR assays. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

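RNA was sequenced from mycelia of the WT strain and of *upf-1* KO cultured without H_2_O_2_ or with 20 mM H_2_O_2_, with 3 independent pools in each of the 4 groups. The strain label of all 12 samples is OR74A, the strain of the reference genome, and the groups were taken from the genotype and treatment in the sample titles and from the paper. The authors aligned the reads to the OR74A NC12 genome with HISAT2 and counted them on genes with featureCounts, and the deposited table gives these counts, whole numbers without normalization, for 10685 genes in 12 libraries. The deposited table also gives FPKM values, which the authors computed from the same reads, and no result here rests on them. The paper's methods name 2 sequencing instruments and do not assign them to samples, so no comparison between instruments was possible. The paper's text does not name whether the counting used the strand of the reads.

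Between 5891672 and 7703271 reads per library were counted on genes, with a median of 7179035 over the 12 libraries. A gene with 3 counts or fewer in each library of a group was treated as being at a floor of 3 counts, and fold changes against such a group are given as lower bounds. Intervals and floors cover counting error only. Gene symbols came from a table of RefSeq genes that matched 10588 of the 10685 identifiers and gave a symbol for 1120 of them, and coordinates are those of the deposited table.

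Counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were scaled with TMM factors, genes with low counts were removed with filterByExpr at its default settings, and the 7878 remaining genes of the 9610 with any count were fitted over all 12 libraries with a mean for each of the 4 groups (glmQLFit and glmQLFTest). Standard errors were obtained from the log2 fold change and its F statistic. Genes were called at a log2 fold change of at least 1, or at most -1, with an unadjusted p-value under 0.05, as in the paper, and a difference between the strains in the H_2_O_2_ effect was tested as an interaction with a Benjamini-Hochberg adjusted p-value under 0.05. Single genes are described by the adjusted p-value. Normalized counts were divided by the effective library size relative to its mean over the 12 libraries. Counts of gene features and of redox symbols were compared with Fisher's exact test, and fold changes between genes with and without a feature with a permutation test of 100000 resamples, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Gene sets for amino acid biosynthesis (36 genes), cytosolic ribosomal proteins (9 genes) and the proteasome (29 genes) were written as lists of symbols and tested with limma 3.58.1 (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry). Product names were not used here, so the redox set was a list of symbols as well.

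The tests and their samples, 20 alternatives and the rule for the genes named in the text were set before the data were examined. The rule names every gene that the paper gives with a locus or in its S5 Table, and for untreated *upf-1* KO against WT, for H_2_O_2_ in each strain and for the interaction the 2 genes with the largest increase and the 2 with the largest decrease among those past the threshold, with a mean of at least 100 normalized counts and, for comparisons of 2 groups, no overlap between the groups. Bml, NCU09274, *cat-4* and *eas* were named after their values were seen. The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors (RLE) in place of TMM factors, no filter on low counts, at least 10 counts in every library, the adjusted p-value in the threshold, a test against a 2-fold change, fitting only the 2 groups compared, the replicate number as a block, and each of the 12 libraries left out in turn. A further 3 were chosen after seeing the data, which were DESeq2 on only the 2 groups compared, scaling to library totals alone, and removal of the trend of log2 counts with gene length (loess, span 0.5).

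The overlap of calls between comparisons that share the untreated WT libraries was set against 20 simulated draws without effects, with effects on independent genes and with the same H_2_O_2_ effect in both strains (the mean of both fitted effects), and against 10000 exchanges of calls between genes of like expression. Each draw used, for each gene, the dispersion fitted over all 12 libraries. The effects were placed as fitted, only where the adjusted p-value was under 0.05, and multiplied by 0.9 for the loss of *upf-1*, 0.966 for H_2_O_2_ in the WT strain and 0.954 for H_2_O_2_ in *upf-1* KO, which gives the observed spread of log2 fold changes once the spread of draws without effects is added. The number of calls was compared with all 10 splits of the 6 libraries of each comparison of 2 groups and with 100 splits for the interaction. The count model was tested on simulated data in which 200 genes were changed. Of the 7785 genes tested, 190 of the 200 changed genes (95%) were called at the fold change and unadjusted p-value of the threshold, as were 90 unchanged genes, and 3 of the 159 genes with an adjusted p-value under 0.05 were unchanged. No pair of replicates had counts that differed by no more than the sampling noise. Genes that overlap another gene are reported as uncertain. UTR and uORF annotations were not derived again here, the copy of the S1 Table used here holds 44 of the 129 genes the paper gives for oxidation-reduction process and 44 of the 62 for carbohydrate metabolic process, the copy of the S2 Table gave 998 loci, and NC2α and NC2β were not analysed here because no table used here pairs them with a locus.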

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

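The tests below of scaling, of a mixture of materials, of ribosomal RNA, of a deleted region and of replicate 2 for *cat-3* were chosen only after the result was seen. The effect of H_2_O_2_ differed between the WT strain and *upf-1* KO for 529 genes with an adjusted interaction p-value under 0.05 from edgeR, with the larger log2 fold change in *upf-1* KO for 304 of them and in the WT strain for 225, and 1955 genes had an unadjusted p-value under 0.05. At a log2 interaction of at least 1 or at most -1 with an unadjusted p-value under 0.05 the split was 799 to 466. It was 594 to 597 with DESeq2's size factors, 1944 to 161 with library totals alone, and 429 to 706 and 431 to 719 without replicate 2 or 3 of the WT strain with H_2_O_2_, so which strain has more of the larger effects depends on the scaling and on single libraries. Among 100 splits of the libraries, 1 gave as many genes, which is the real one, and the largest other number was 392. The number depends on single libraries. Without replicate 2 of *upf-1* KO with H_2_O_2_ it was 1328 and without replicate 1 of the WT strain with H_2_O_2_ it was 1028, whereas without an untreated library it was between 169 and 203. Scaling to library totals alone gave 1201 genes. A biological difference in the H_2_O_2_ response between the strains stays open as a hypothesis.

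The log2 fold change of *cat-3* upon H_2_O_2_ was smaller in *upf-1* KO than in the WT strain by an interaction of -1.99, and by values from -2.23 to -1.94 with 1 library left out. Scaling between the libraries is argued against as the whole source, since the interaction was -1.43 with library totals alone and its adjusted p-value stayed under 0.05. Replicate 2 of *upf-1* KO with H_2_O_2_, which lies apart from the other replicates, is not the source either, since the interaction was -2.18 without it. *cat-3* had 2965 normalized counts in untreated *upf-1* KO, 2382 in the WT strain with H_2_O_2_ and 2432 in *upf-1* KO with H_2_O_2_, so a level that neither treatment raises further may explain the interaction as well as a route shared by UPF-1 and H_2_O_2_, and the design does not separate these.

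For *cpc-1* the interaction was -1.30 (standard error 0.25, adjusted p = 0.0117 from edgeR). Its log2 fold change upon H_2_O_2_ was 0.55 in the WT strain and -0.75 in *upf-1* KO. With library totals alone, the value in the WT strain was -0.69, so its direction there follows the scaling. The interaction for *upf-2* (NCU05267, chromosome IV, 5532449 to 5537507) was -0.97 (standard error 0.21, adjusted p = 0.0206 from edgeR), with log2 fold changes upon H_2_O_2_ of -0.35 in the WT strain and -1.33 in *upf-1* KO. The interaction for the ferrochelatase gene NCU08291 was 1.05 (standard error 0.17, adjusted p = 0.00642 from edgeR), with -0.84 in the WT strain and 0.21 in *upf-1* KO. The interaction of *cpc-1* was not past the threshold against a 2-fold change. That of *upf-2* was not past it against a 2-fold change, with library totals alone (-0.44) or without any single untreated library (-1.02 to -0.88), and lay between -1.27 and -0.88 with 1 library left out. That of NCU08291 was not past it against a 2-fold change, and lay between 0.79 and 1.07 with 1 library left out. No explanation of the interactions of *upf-2* and NCU08291 was tested beyond these alternatives.

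The interactions of NCU00859 (5.02), NCU09734 (5.84), NCU09272 (5.48) and NCU09273 (4.65) have one form. These genes had between 898.7 and 2729 normalized counts in the untreated WT strain, between 34.1 and 136.9 in untreated *upf-1* KO, and between 28.8 and 164.8 in the WT strain with H_2_O_2_, and upon H_2_O_2_ in *upf-1* KO their log2 fold changes lay between 0.52 and 1.56. NCU09272, NCU09273 and NCU09274 (chosen after its values were seen, with an interaction of 4.71) are neighbours on chromosome VII, between 114609 and 125416. A deletion of this region in *upf-1* KO that leaves a fixed share of its reads, as at the *upf-1* locus, is argued against, since these genes lay far below the WT strain without H_2_O_2_ and not with it, where the log2 fold changes in *upf-1* KO against the WT strain were 1.06, 0.15 and 0.30. The lowest count of the 3 genes in a *upf-1* KO library with H_2_O_2_ was 47, and a deletion with reads of other origin counted on these genes cannot be told apart from a change of expression, because the origin of so few reads is not known. A loss of expression shared by *upf-1* KO and by H_2_O_2_-treated WT mycelia stays open, and no biological explanation was tested for it.

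*ccg-13* had an interaction of -3.44 (standard error 0.30), since it rose upon H_2_O_2_ in the WT strain (log2 fold change 2.31) and fell in *upf-1* KO (-1.13). The non-coding RNA gene ENSRNA049513425 (chromosome II, 2454411 to 2454693) had an interaction of -2.92, with 824.5 ± 380.3 normalized counts (SD, n = 3) in the WT strain with H_2_O_2_ and 73.0 ± 26.5 (SD, n = 3) in *upf-1* KO with H_2_O_2_. NCU16405, whose count is uncertain because it overlaps NCU08332, had an interaction of 2.22 (standard error 0.55). NCU02890 had an interaction of 3.40, which depends on the prior count because each WT library with H_2_O_2_ had at most 3 counts, and with H_2_O_2_ it was on average at least 4.37-fold higher in *upf-1* KO than in the WT strain, but at least 1.95-fold without replicate 2 of *upf-1* KO. The interaction of *ccg-13* kept an adjusted p-value under 0.05 under each of its 20 alternatives (highest 0.00205 from edgeR, with library totals alone). That of ENSRNA049513425 had adjusted p-values from 2.78e-05 (DESeq2) to 0.0972 (edgeR, against a 2-fold change), and was -2.23 with an adjusted p of 0.0501 without the gene length trend. The other 2 were past the threshold with DESeq2's size factors, with library totals alone and without the length trend, and not against a 2-fold change or without any single untreated library, with values from 2.10 to 2.28 for NCU16405 and from 3.30 to 3.47 for NCU02890. NCU16405 was not past it without replicates 1 (1.64) and 3 (1.94) of the WT strain with H_2_O_2_ either, nor NCU02890 without replicates 2 (3.08) and 3 (2.85) or with the replicate block (3.25). No explanation of these 4 interactions was tested beyond these alternatives, and no biological one.

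The paper does not report *upf-1* KO against the WT strain under H_2_O_2_, where 1212 genes were called higher and 451 lower. With DESeq2's size factors the numbers were 1005 and 639, so that 61.1% of the calls were increases in place of 72.9%, and with library totals alone they were 3283 and 85 (97.5%). Of the 10 splits of these 6 libraries 1 gave as many calls, the real one, and the largest other number was 915 against 1663, so this design cannot put the share under 0.1. Lower genes were 698 without replicate 1 of the WT strain, and 710 and 733 without replicates 1 and 3 of *upf-1* KO. An adjusted p-value under 0.05 from edgeR was reached by 2165 genes, by 226 when tested against a 2-fold change, by 291 when only these 2 groups were fitted and by 4371 with library totals alone, and with 1 library left out by 1430 (WT replicate 3 with H_2_O_2_) to 2869 (*upf-1* KO replicate 2 with H_2_O_2_). How many of the called genes are higher depends on the scaling, and no explanation of this difference was tested beyond the splits and the scaling.

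Reads of ribosomal RNA genes made up 16.1% of the counts in replicate 2 of the WT strain with H_2_O_2_, the largest share of any library. The shares of the 3 WT libraries with H_2_O_2_ differed 13.2-fold between the highest and the lowest, as ribosomal RNA left by the library preparation may give, since the same treatment gave unlike shares. Reads of the mitochondrial genome reached 0.0509% in a WT library with H_2_O_2_. They rose in each library with H_2_O_2_, by at least 5.56-fold over the untreated mean of the strain, and by 6.19-fold in replicate 3 of *upf-1* KO, whose share of ribosomal RNA was 0.469%, so ribosomal RNA left by the preparation is argued against as the source of the mitochondrial reads. A change of mitochondrial transcripts upon H_2_O_2_ stays open, as a hypothesis found in these libraries.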

How the results depend on the processing

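The numbers of calls, the overlap, the genes of the S3 and S4 Tables and the named genes, apart from Bml, were computed again under those of 20 alternatives that apply to them and of 3 chosen after seeing the data, which were DESeq2 on only the 2 groups compared, library totals alone and removal of the gene length trend. The gene sets were tested again in 19 settings, which leave out DESeq2, no filter, the 2-fold test and the fits of only 2 groups. The permutation tests of gene features, the ratios to Bml and the counts over splits of the libraries were not computed again under any alternative. Over all alternatives that were run for them, the adjusted p-value stayed under 0.05 for *cat-3* in untreated *upf-1* KO (highest 0.000681), for the *cat-3* interaction (highest 0.0339), for *cat-1* upon H_2_O_2_ in the WT strain (highest 0.00592) and for *upf-1* in untreated *upf-1* KO (highest 0.0244). No heme synthesis gene was called higher in untreated *upf-1* KO under any of these 23. Except where a construction is named, the cause of a change below was not tested.

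Library totals alone, with no factor for composition, changed most. They gave 377 higher and 4606 lower genes upon H_2_O_2_ in the WT strain, 466 and 2719 in *upf-1* KO, 3283 and 85 in *upf-1* KO against WT under H_2_O_2_, and 130 lower genes in untreated *upf-1* KO. The interaction was found for 1201 genes, the overlap had 81 genes, of which 24 were also raised by H_2_O_2_ in *upf-1* KO and 57 were not, and 24 of the 57 had an interaction. The genes of the S3 Table had medians of 1.50 in *upf-1* KO, 1.20 upon H_2_O_2_ in the WT strain and 0.82 upon H_2_O_2_ in *upf-1* KO, with 53 and 30 genes past the threshold upon H_2_O_2_ and 6 with an interaction. Those of the S4 Table had medians of 1.88, 0.25 and -0.34, with 25 and 0 genes past the threshold upon H_2_O_2_. The direction was reversed for *cpc-1* (-0.69) and *upf-1* (-0.19) upon H_2_O_2_ in the WT strain and for *upf-2* in *upf-1* KO against WT under H_2_O_2_ (0.13), *cat-4* upon H_2_O_2_ in the WT strain (-1.08) and *eas* upon H_2_O_2_ in *upf-1* KO (-0.0038). The increases of *cat-3* (0.46) and *cat-2* (1.01) upon H_2_O_2_ in the WT strain and of *cat-1* (0.73) and *cat-2* (1.71) in *upf-1* KO lost their adjusted p-value under 0.05, the decrease of *cat-3* in *upf-1* KO (-0.96) gained one, and the proteasome median in the WT strain was -0.76, against -1.41 over all genes of that fit.

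The test against a 2-fold change asks for more than the other tests by construction. It gave 522 higher and 109 lower genes in untreated *upf-1* KO, 928 and 806 upon H_2_O_2_ in *upf-1* KO, and 689 and 232 in *upf-1* KO against WT under H_2_O_2_. The interaction was found for 41 genes, and the overlap had 113 genes, 27 of them also raised by H_2_O_2_ in *upf-1* KO and 86 not, of which 4 had an interaction. Of the S3 Table genes, 47 were past the threshold in *upf-1* KO, 69 upon H_2_O_2_ in *upf-1* KO and 0 had an interaction; of the S4 Table genes, 0 were past the threshold upon H_2_O_2_ in *upf-1* KO and 5 had an interaction. With unchanged log2 fold changes, the adjusted p-value was no longer under 0.05 for *cat-1* in *upf-1* KO (1.45) and upon H_2_O_2_ in *upf-1* KO (1.46), for *cat-2* upon H_2_O_2_ in both strains (2.2 and 2.24), for *cpc-1* in *upf-1* KO (1.21), upon H_2_O_2_ (0.55 and -0.75) and in the interaction (-1.30), and for *upf-1* upon H_2_O_2_ (1.06 and 1.30) and in *upf-1* KO against WT under H_2_O_2_ (-1.51).

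Keeping genes with at least 10 counts in every library, which tests fewer genes, gave 462 higher and 109 lower genes in untreated *upf-1* KO and 716 higher genes in *upf-1* KO under H_2_O_2_, with 69 S3 Table genes past the threshold upon H_2_O_2_ in *upf-1* KO and 90 and 0 S4 Table genes past it upon H_2_O_2_ in the WT strain and in *upf-1* KO. No filter on low counts gave 707 lower genes in *upf-1* KO against WT under H_2_O_2_. DESeq2 gave an interaction for 943 genes, for 82 of the overlap genes not raised in *upf-1* KO and for 22 S3 Table genes. It also gave a median of 1.63 upon H_2_O_2_ in the WT strain and 3 genes past the threshold in *upf-1* KO for the S4 Table, and an adjusted p-value under 0.05 for *cat-2* in untreated *upf-1* KO (2.14). DESeq2's size factors in edgeR gave 1.62 and 3 for the same S4 Table values. With only the 2 groups compared, *cat-2* (2.26) and *ngf-1* (0.94) had an adjusted p-value under 0.05 in untreated *upf-1* KO, *cat-2* upon H_2_O_2_ in *upf-1* KO (2.17) did not, and the S4 Table had a median of 1.79 in *upf-1* KO and 0 genes past the threshold upon H_2_O_2_ in *upf-1* KO. DESeq2 on only the 2 groups gave 2.25 for *cat-2* and 0.92 for *ngf-1*, also under 0.05, and medians of 1.83 in *upf-1* KO and 1.62 upon H_2_O_2_ in the WT strain for the S4 Table, with 0 genes past the threshold in *upf-1* KO. Without the gene length trend, 54 overlap genes were also raised by H_2_O_2_ in *upf-1* KO. The S3 Table medians upon H_2_O_2_ were then 1.89 and 1.17, with 64 genes past the threshold in *upf-1* KO, and the S4 Table medians were 1.61 in *upf-1* KO, 1.23 upon H_2_O_2_ in the WT strain and -0.036 upon H_2_O_2_ in *upf-1* KO, with 3 genes past the threshold in *upf-1* KO. *cat-2* in *upf-1* KO (2.17) had an adjusted p-value under 0.05, and *upf-2* upon H_2_O_2_ in the WT strain was reversed (0.71). With the correlation between genes estimated, the ribosomal protein medians (2.29 and 1.27) and the proteasome median in the WT strain (0.48) were no longer past the threshold, whereas with fry they were.

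The replicate number as a block gave an interaction for 328 genes and changed no other main result. Deviations from the group means of libraries with the same number had correlations from -0.264 to 0.245 across genes, so the numbers do not pair the libraries.

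With each of the 12 libraries left out in turn, the calls in untreated *upf-1* KO ranged from 786 to 996 higher and 167 to 235 lower genes, those upon H_2_O_2_ in the WT strain from 1480 to 1675 and 1689 to 2046, and the overlap from 210 to 287 genes. The number of genes lower in *upf-1* KO against WT under H_2_O_2_ ranged from 453 to 733, with 698 without replicate 1 of the WT strain with H_2_O_2_, and 710 and 733 without replicates 1 and 3 of *upf-1* KO with H_2_O_2_. The interaction ranged from 169 to 1328 genes. It fell to between 198 and 203 without an untreated WT library, between 169 and 181 without an untreated *upf-1* KO library and 351 without replicate 2 of the WT strain with H_2_O_2_, and it rose to 1028 without replicate 1 of the WT strain with H_2_O_2_ and to 1328 without replicate 2 of *upf-1* KO with H_2_O_2_. Among the overlap genes not raised in *upf-1* KO, those with an interaction ranged from 24 to 83, with at most 32 without an untreated library, 83 without replicate 1 of the WT strain with H_2_O_2_ and 82 without replicate 3 of *upf-1* KO with H_2_O_2_. For the S3 Table, the genes with an interaction ranged from 2 to 22, with at most 4 without an untreated library, 22 without replicate 1 of the WT strain with H_2_O_2_ and 20 without replicate 2 of *upf-1* KO with H_2_O_2_. The medians upon H_2_O_2_ ranged from 2.05 (without replicate 1 of the WT strain with H_2_O_2_) to 2.63 in the WT strain and from 1.33 (without replicate 3 of *upf-1* KO with H_2_O_2_) to 1.58 in *upf-1* KO. For the S4 Table, from 1 to 24 genes were past the threshold upon H_2_O_2_ in *upf-1* KO, with 24 without replicate 2 of *upf-1* KO with H_2_O_2_ and at most 3 without any other library, and 25 to 79 genes had an interaction, with at most 31 without an untreated library. Their median ranged from 1.64 to 1.80 in *upf-1* KO and from 1.47 to 1.58 upon H_2_O_2_ in the WT strain.

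The increase of *cat-1* in untreated *upf-1* KO ranged from 1.38 to 1.57 and had no adjusted p-value under 0.05 without replicate 1 (1.42) or replicate 2 (1.38) of the untreated WT strain. That of *cat-2* ranged from 2.05 to 2.30 and had one without any single library with H_2_O_2_ (2.14 to 2.26). Upon H_2_O_2_, *cat-2* ranged from 1.31 to 2.59 in the WT strain and from 0.86 to 2.46 in *upf-1* KO. It lost its adjusted p-value under 0.05 in the WT strain without replicate 1 with H_2_O_2_ (1.31) and without untreated replicates 2 (2.14) and 3 (2.11), and in *upf-1* KO without replicate 2 with H_2_O_2_ (0.86) and without untreated replicates 2 (2.21) and 3 (2.18). *cat-3* upon H_2_O_2_ in *upf-1* KO ranged from -0.48 to -0.27, and its decrease had an adjusted p-value under 0.05 without replicate 1 of the WT strain with H_2_O_2_ (-0.43) and without replicate 2 of *upf-1* KO with H_2_O_2_ (-0.48). *cpc-1* upon H_2_O_2_ in the WT strain ranged from 0.54 to 0.71 and lost its adjusted p-value under 0.05 without untreated WT replicates 1 (0.54), 2 (0.54) and 3 (0.56). *ngf-1* in untreated *upf-1* KO ranged from 0.73 to 0.93 and had an adjusted p-value under 0.05 without replicates 2 (0.81) and 3 (0.93) of *upf-1* KO with H_2_O_2_. *upf-3* in *upf-1* KO against WT under H_2_O_2_ ranged from -0.82 to 0.31, reversed without replicate 2 of *upf-1* KO with H_2_O_2_ (-0.82).

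For the genes and sites named among many, 25 values were past the threshold under an alternative where the main value was not. A further 48 were no longer past it, 5 were reversed in direction, and 900 were the same. The interaction was not computed with only the 2 groups compared, which cannot give it, and the adjusted p-value in the threshold changes no single gene. Sets by product name and alternatives on UTR annotations were not run, because product names and UTR positions were not used here. With 3 libraries in each group and between 5891672 and 7703271 counts per library, genes at a few counts, such as NCU16494 and NCU02890, have only a lower bound for their fold change.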

Differences from the paper's values

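For *cat-3* in untreated *upf-1* KO, the paper's log2 fold change is about 2.2 in Fig 4C, read by eye. The value here was 2.02 (standard error 0.17). Both values rest on the same libraries, so a standard error between replicates does not measure the gap between them. The scaling moves the fold changes in untreated *upf-1* KO together. Their median over all genes tested was -0.13 in the main fit and -0.01 with the untreated libraries scaled and fitted alone. Among the alternatives set before the data were examined, the value was 2.12 with at least 10 counts in every library and 2.15 with only the 2 groups compared. In both, the paper's value lay within 1 standard error, as it did with the replicate block (2.03) and in 8 of the 12 fits without 1 library. The replicate block hardly moved the value itself. In 9 of the 20 alternatives, among them DESeq2 (2.02) and DESeq2's size factors (2.02), the paper's value lay past 1 standard error. For *cpc-1*, the paper's value is about 1.4 in Fig 4C, read by eye. The value here was 1.21 (standard error 0.18), from the same libraries and with the same shift by the scaling. At least 10 counts in every library (1.31), only the 2 groups compared (1.34) and 7 of the 12 fits without 1 library brought the paper's value within 1 standard error. Of the 20 alternatives set before the data were examined, 11 did not. For both genes, those that did not include the adjusted p-value in the threshold and the 2-fold test, which leave fold changes unchanged.

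For the heme synthesis gene NCU01013, the paper's S5 Table gives a log2 fold change of 0.119 in *upf-1* KO. The value here was -0.0009 (standard error 0.30), on the other side of 0. Both values lie within 1 standard error of 0, but they rest on the same libraries, so that error does not measure their gap. Every other heme synthesis gene also lay below the paper's value, such as NCU06189 (0.13 against 0.24) and NCU01546 (-0.43 against -0.31). With only the 2 groups compared, these 2 genes had 0.25 and -0.31. The median over all genes tested moved likewise, from -0.13 in the main fit to -0.01 in that fit. The gap thus goes with a shift by the scaling that these genes share. Of the alternatives set before the data were examined, DESeq2, at least 10 counts in every library (0.09), only the 2 groups compared (0.13) and 8 of the 12 fits without 1 library gave a value above 0, and 9 of the 20 did not.

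The paper's counts of 1813 genes raised by H_2_O_2_ in the WT strain, 268 of them also raised in *upf-1* KO, and 107 of these further raised by H_2_O_2_ in *upf-1* KO were 1500, 223 and 87 here, which is within 1.5 times. DESeq2 on only the 2 groups compared, a setting chosen after seeing the data and the values, gave 1813, 268 and 107. The same setting, DESeq2 on all groups, fitting only the 2 groups compared, removal of the gene length trend (chosen after seeing the data) and the fits without any single library with H_2_O_2_ gave *cat-2* in untreated *upf-1* KO an adjusted p-value under 0.05, which the main setting did not (adjusted p = 0.0605 from edgeR, with a range of 1.4e-44 to 0.391 over the alternatives).

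By RT-qPCR, the paper reports an increase of *ngf-1* mRNA in the WT strain upon H_2_O_2_ treatment, whereas *ngf-1* counts (NCU10847, chromosome I, 6635096 to 6638111, overlapping 2 other genes) had a log2 fold change of -2.72 (standard error 0.46, adjusted p = 0.000425 from edgeR). The WT libraries had only 13, 11 and 11 *ngf-1* reads with H_2_O_2_, and 233, 206 and 165 without. In untreated *upf-1* KO, where the paper reports an increase by RT-qPCR, the log2 fold change of *ngf-1* was 0.81 (standard error 0.39, adjusted p = 0.192 from edgeR). The untreated libraries of both strains did not overlap. With only these 2 groups fitted it was 0.94, with an adjusted p-value under 0.05 from edgeR. The paper also reports by RT-qPCR that the mRNA levels of the *upf* genes were unchanged by H_2_O_2_, whereas the log2 fold changes in the WT strain were 1.06 for *upf-1* (-0.19 with library totals alone, chosen after seeing the data), -0.35 for *upf-2* and -1.54 for *upf-3* (adjusted p = 0.00189, 0.0598 and 0.00931 from edgeR). The *upf-2* change had no adjusted p-value under 0.05. It was -1.59 with library totals alone and 0.71 with the gene length trend removed, so its size and direction follow the setting. The cultures of those RT-qPCR measurements were not analysed here.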

Other observations

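The tests below of effects on independent genes, of the gene length trend in the overlap and in the correlation, of low counts, of the scaling of *ngf-1*, of replicate 2 as a mixture, of the *upf-1* reads, of the position of the threshold, of the ribosomal protein genes and of the proteasome genes by strain were chosen only after the result was seen. The calls were counted over all splits of the 6 libraries of a comparison into 3 and 3. For untreated *upf-1* KO against WT, 1 of the 10 splits gave as many calls as the real 1041, and the largest other number was 20. For H_2_O_2_ in the WT strain it was 1 of 10, with 186 as the largest other number against 3422, and for H_2_O_2_ in *upf-1* KO 1 of 10, with 758 against 2696. With 10 splits the share cannot be under 0.1.

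The 223 genes raised both by H_2_O_2_ in the WT strain and in untreated *upf-1* KO exceed those from exchanging calls between genes of like expression (at most 220). The ratio of the overlap to that of independent calls was 1.41. In counts simulated with effects on independent genes and shared WT libraries it lay between 1.197 and 1.482, with only the effects of adjusted p-value under 0.05 placed between 0.9645 and 1.373, and with smaller effects that give the observed spread between 1.234 and 1.472. The numbers of genes called higher observed, 831 and 1500, lay within the draws of the last simulation (799 to 880 and 1454 to 1569), while the first gave at least 911 and 1526 and the second at most 651 and 1496. These draws cannot decide whether an overlap of 223 genes comes from effects on independent genes with shared WT libraries. They gave each gene the same dispersion in all 12 libraries, although untreated replicates were more alike than those with H_2_O_2_. Errors shared through the untreated WT libraries may thus be too large in the draws, which would raise the simulated overlap. The correlation of both sets of log2 fold changes, 0.158, lay above every draw of these 3 simulations (at most 0.1211), so independent effects are argued against as its whole source. It was 0.109 with the gene length trend removed, so that trend, which both comparisons share, is a candidate source of the rest. The gene length trend is argued against as the whole source of the overlap, since 202 genes were shared with the trend removed, against 118 to 185 when calls were exchanged. For the 136 genes that were not also raised by H_2_O_2_ in *upf-1* KO, errors in the shared libraries without any effect gave at most 23. Those draws had at most 60 genes called higher in *upf-1* KO and at most 58 upon H_2_O_2_ in the WT strain, so they could not reach 136. They do not test shared errors that act beside real effects. With effects on independent genes, the simulation with the observed spread gave 86 to 150 such genes, the one with larger effects 104 to 148 and the one with fewer effects 52 to 81. Because shared errors may be too large in these draws, they do not decide whether such effects give the 136. The 87 genes raised in all 3 comparisons lay below the 92 to 124 of the simulation with the observed spread. They also lay below the 101 to 153 with larger effects, but above the 54 to 79 with fewer effects. Counts simulated with the same H_2_O_2_ effect in both strains gave 67 to 106, a range that holds the 87. For 50 of the 136 genes the interaction had an adjusted p-value under 0.05, a number that was at most 32 without an untreated library and 83 and 82 without replicate 1 of the WT strain or replicate 3 of *upf-1* KO with H_2_O_2_. The choice of the 136 genes favours a smaller effect in *upf-1* KO, so the same choice was made in counts simulated with the same H_2_O_2_ effect in both strains. These gave 39 to 63 genes of this kind, of which at most 1 had an adjusted interaction p-value under 0.05. No gene has an interaction in that simulation, and at most 1 of all its genes passed, so the adjustment alone keeps this number low. The observed 50 were called at the cut-off that 529 passing genes allow. This simulation therefore cannot decide whether the position of the threshold gives them. For the other 86 genes that position cannot be told apart from a smaller effect, because the interaction was not past its threshold. A smaller response to H_2_O_2_ in *upf-1* KO may hold among the 50, as a hypothesis from the same libraries that chose them. Whether this smaller response is tied to the effect of *upf-1* loss cannot be told from their number. In the simulations with effects on independent genes, the H_2_O_2_ effects of the strains differ as fitted. They gave 32 to 53 such genes with the observed spread, 38 to 59 with larger effects and 23 to 48 with fewer effects. In the same order they had 860 to 1002, 969 to 1090 and 1230 to 1341 genes with an interaction, against 529 observed. These simulations thus hold more interactions than the data, and a like number within them does not decide.

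The decrease of *ngf-1* counts upon H_2_O_2_ in the WT strain stayed with DESeq2's size factors (-2.57), and the change of its ratio to the beta-tubulin gene Bml (NCU04054, the kind of reference the RT-qPCR of the paper uses) was -3.10 on the log2 scale, so neither the scaling nor that reference gives an increase. For *cpc-1*, the change of the ratio to Bml upon H_2_O_2_ was 0.16 in the WT strain and -1.33 in *upf-1* KO, and for *cat-3* it was 1.33 and -0.88. The *cpc-1* ratio in the WT strain overlapped between treated and untreated libraries. Bml itself had log2 fold changes of -0.70 in untreated *upf-1* KO, 0.41 upon H_2_O_2_ in the WT strain and 0.60 upon H_2_O_2_ in *upf-1* KO. No biological explanation was tested for *ngf-1*, whose count is uncertain because it overlaps 2 other genes.

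The H_2_O_2_ effect fell with gene length in both strains, with a median log2 fold change in the WT strain of 0.81 over the genes shorter than 1567 bases, the lower quartile, and -0.88 over those longer than 3108 bases, the upper quartile. Low counts are argued against, since Spearman's rho across genes was -0.533 among the genes above the median of counts, and so is 1 library alone, since the weakest rho of the 6 libraries with H_2_O_2_ was -0.228, in replicate 2 of *upf-1* KO. Loss of reads from long transcripts in the libraries with H_2_O_2_ cannot be told apart from a change of expression, because the trend follows the treatment. Among genes longer than the median of 2209 bases, rho was -0.275.

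Replicate 2 of *upf-1* KO with H_2_O_2_ lies apart from replicates 1 and 3. If it were only a mixture with untreated *upf-1* KO material, its values would lie between both. However, 483 of 5607 genes lay outside 2 times that range, against 15 and 22 for the other replicates. The mixture share estimated from 207 genes rising upon H_2_O_2_ was 0.302 (quartiles -0.156 and 0.678). From 250 falling genes it was 0.384 (quartiles 0.167 and 0.911). Replicate 2 may thus still be a mixture in part. If it were a mislabelled WT library, the genes higher in untreated *upf-1* KO would be near the WT level, but their median log2 ratio to the WT libraries with H_2_O_2_ was 0.94, against 1.17 and 1.13 in the other replicates. A difference in treatment or culture between the pools may remain, and it was not tested; this library decides the *cat-2* increase upon H_2_O_2_ in *upf-1* KO, which was 0.86 without it.

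Untreated *upf-1* KO libraries kept 29.7% of the WT level of *upf-1*, and *upf-1* KO libraries with H_2_O_2_ 35.2%. WT material in the *upf-1* KO libraries would keep every gene above the same share, but 13 of 5473 well expressed genes lay under 1/2 of it in each library. Transcripts from a part of the locus that the deletion left cannot be told apart from other sources of these reads at 29.7%, because no coverage along the gene was used here.

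The median log2 fold change of 36 amino acid biosynthesis genes in untreated *upf-1* KO was -0.089, against -0.13 over all genes of that fit. An effect of higher *cpc-1* transcript levels on these genes cannot be told apart from none, because they went both ways, with 14 of 36 above 0, and 24 with library totals alone. If translation were lowered through fewer ribosomal protein transcripts under H_2_O_2_, these would fall, but the median of 9 cytosolic ribosomal protein genes upon H_2_O_2_ was 2.29 in the WT strain and 1.27 in *upf-1* KO, higher in 9 of 9 genes. The gene length trend is argued against as the whole source, since the median in the WT strain was 1.66 with the trend removed. With library totals alone the medians were 1.03 and 0.52, against -1.41 and -0.74 over all genes. These calls of camera hold under fry and do not with the estimated correlation, so a coordinated increase may rest on how the genes vary together. For 29 proteasome genes, a list that no claim of the paper concerns, the median was 0.48 in the WT strain and 0.99 in *upf-1* KO. In *upf-1* KO they were higher in every setting in which the set was tested, with a p-value of at most 0.0272, which camera gave with the estimated correlation, and the median was 0.58 with the length trend removed and 0.26 with library totals alone, so a higher expression relative to other genes upon H_2_O_2_ may hold there, as a hypothesis. In the WT strain such an increase cannot be told apart from no change relative to other genes, because camera gave p = 0.443 with library totals alone, where the median was -0.76, and p = 0.13 with the estimated correlation.

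*cat-4* (NCU05169, chromosome IV, 5891781 to 5894885), chosen after its values were seen, had a log2 fold change of 2.34 in untreated *upf-1* KO (standard error 0.35, adjusted p = 0.000839 from edgeR) and 0.17 upon H_2_O_2_ in the WT strain (standard error 0.36, adjusted p = 0.701 from edgeR). *eas* (NCU08457, chromosome II, 3570905 to 3572798), also chosen after its values were seen, had a log2 fold change upon H_2_O_2_ of -2.96 in the WT strain and 0.75 in *upf-1* KO, an interaction of 3.70 (standard error 0.32, adjusted p = 9e-05 from edgeR). With library totals alone *cat-4* had -1.08 upon H_2_O_2_ in the WT strain and *eas* -0.0038 upon H_2_O_2_ in *upf-1* KO, so the direction of these 2 changes depends on the scaling, while the interaction of *eas* was 4.19. The increase of *eas* in *upf-1* KO had no adjusted p-value under 0.05 from edgeR with only the 2 groups compared (0.67), without replicate 3 of untreated *upf-1* KO (0.71), without any single WT library with H_2_O_2_ (0.61 in each fit) and without replicates 1 (0.55) and 3 (0.48) of *upf-1* KO with H_2_O_2_. No explanation was tested for either gene beyond the alternatives.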
